# RNA-sequencing of single cholangiocyte-derived organoids reveals high organoid-to organoid variability

**DOI:** 10.26508/lsa.202101340

**Published:** 2022-08-01

**Authors:** Kristin Gehling, Swati Parekh, Farina Schneider, Marcel Kirchner, Vangelis Kondylis, Chrysa Nikopoulou, Peter Tessarz

## Abstract

Over the last decades, organoids have been established from most of the tissue-resident stem and iPS cells. They hold great promise for our understanding of mammalian organ development, but also for the study of disease or even personalised medicine. In recent years, several reports hinted at intraculture organoid variability, but a systematic analysis of such heterogeneity has not been performed before. Here, we used RNA-seq of individual intrahepatic cholangiocyte organoids to address this question. We find that batch-to-batch variation is very low, whereas passage number has a profound impact on gene expression profiles. On the other hand, there is organoid-to-organoid variability within a culture. Using differential gene expression, we did not identify specific pathways that drive this variability, pointing towards possible effects of the microenvironment within the culture condition. Taken together, our study provides a framework for organoid researchers to properly consider experimental design.

## Abstract (precis)

Whereas batch variation between organoid cultures is low, inter-culture heterogeneity can be large, even within one well, which might stem from microenvironmental differences within the culture.

## Introduction

Organoid cultures have been present in modern research laboratories for over a decade and are thought to bridge the gap between 2D and 3D-tissue culture (Broutier et al, 2017; Aizarani et al, 2019; Lancaster & Huch, 2019). Organoids can be derived either from pluripotent cells, such as embryonic or induced pluripotent stem cells, but also from tissue-resident stem and progenitor cells (Prior et al, 2019). In particular, iPSC-derived organoids can give rise to remarkably complex structures (Takebe et al, 2013). Recently, gene regulatory network analysis using CellNet (Cahan et al, 2014) in combination with CRISPRCas based engineering was used to generate complex organoids (Velazquez et al, 2021). Although high complexity as well as disease modelling can be nowadays derived in iPSC-derived organoids, they lack epigenetic information of the tissue of origin, which might hamper analysis of complex states, such as cancer. Thus, besides complex multilineage organoids, 3D structures have been derived from tissue-resident progenitors (Broutier et al, 2017).

In the case of the liver, organoids are based on hepatocytes and cholangiocytes. Hepatocyte-derived organoids, so-called “Hep-Orgs,” consist mostly of progenitors and hepatocytes (Hu et al, 2018). In contrast, “Chol-Orgs” are derived from EPCAM+ or Lgr5+ biliary epithelial cells (also referred to as intrahepatic cholangiocyte organoid, ICO [Marsee et al, 2021]) and have the potential to differentiate into either hepatocytes or cholangiocytes (Huch et al, 2013). Upon in vitro differentiation, cholangiocyte-derived organoids will give rise to functional cells that display hepatocyte characteristics, such as increased glycogen storage, LDL uptake or albumin secretion. The differentiated organoids can be successfully transplanted into animal models of liver disease, where they acquire mature hepatocyte characteristics and ameliorate disease phenotype (Huch et al, 2013; Broutier et al, 2016). This murine model system is frequently used in liver biology and allows repopulation with hepatocytes.

In recent years, intense effort was put on the establishment of 3D cultures from various organs and nowadays, organoids can be grown representing virtually any tissue. The vision in ongoing consortia is to exploit the tissue-like features of organoids to understand the development of human disease (Rajewsky et al, 2020) and thus, similar to an organismal atlas, organoids are also currently profiled to generate an overview of cell types present as part of the human cell atlas project (Bock et al, 2021).

To date, organoids represent the model system, which most closely resembles the tissue of origin. The multicellular nature of organoids makes them a sophisticated but variable model, which displays heterogeneity (Lancaster & Knoblich, 2014) and can strongly depend on many extrinsic factors, such as culture conditions (Criss et al, 2021). However, we still need to better understand the drivers of batch-to-batch and organoid-to-organoid variability within the same culture. To address these questions, we profiled single intrahepatic cholangiocyte organoids from four different batches and passage numbers (Fig 1A). To allow an easier isolation of single organoids, we initially set up shaking cultures from organoids derived from adult livers and compared their gene expression programs with those of the same organoids growing in domes. Gene expression profiling revealed a striking change in the transcriptional program towards a more progenitor-like state, with an increase in proliferation-related terms. Next, we isolated single, intact organoids, which were macroscopically evaluated before RNA extraction and library preparation. This approach resulted in the generation of 35 single organoid libraries from four organoid batches. The batch-to-batch variation was very low, even between batches generated by different scientists. However, the variability between organoids within a given batch was much larger, but was not determined by size or overall cell cycle state. RNA-seq of organoids from the same batch at early and late passages (p4 versus p11) demonstrated the impact of passage number on gene expression differences. Taken together, we provide a resource that addresses confounding factors in organoid culture, which will hopefully help the community with their experimental design.

**Figure 1.**
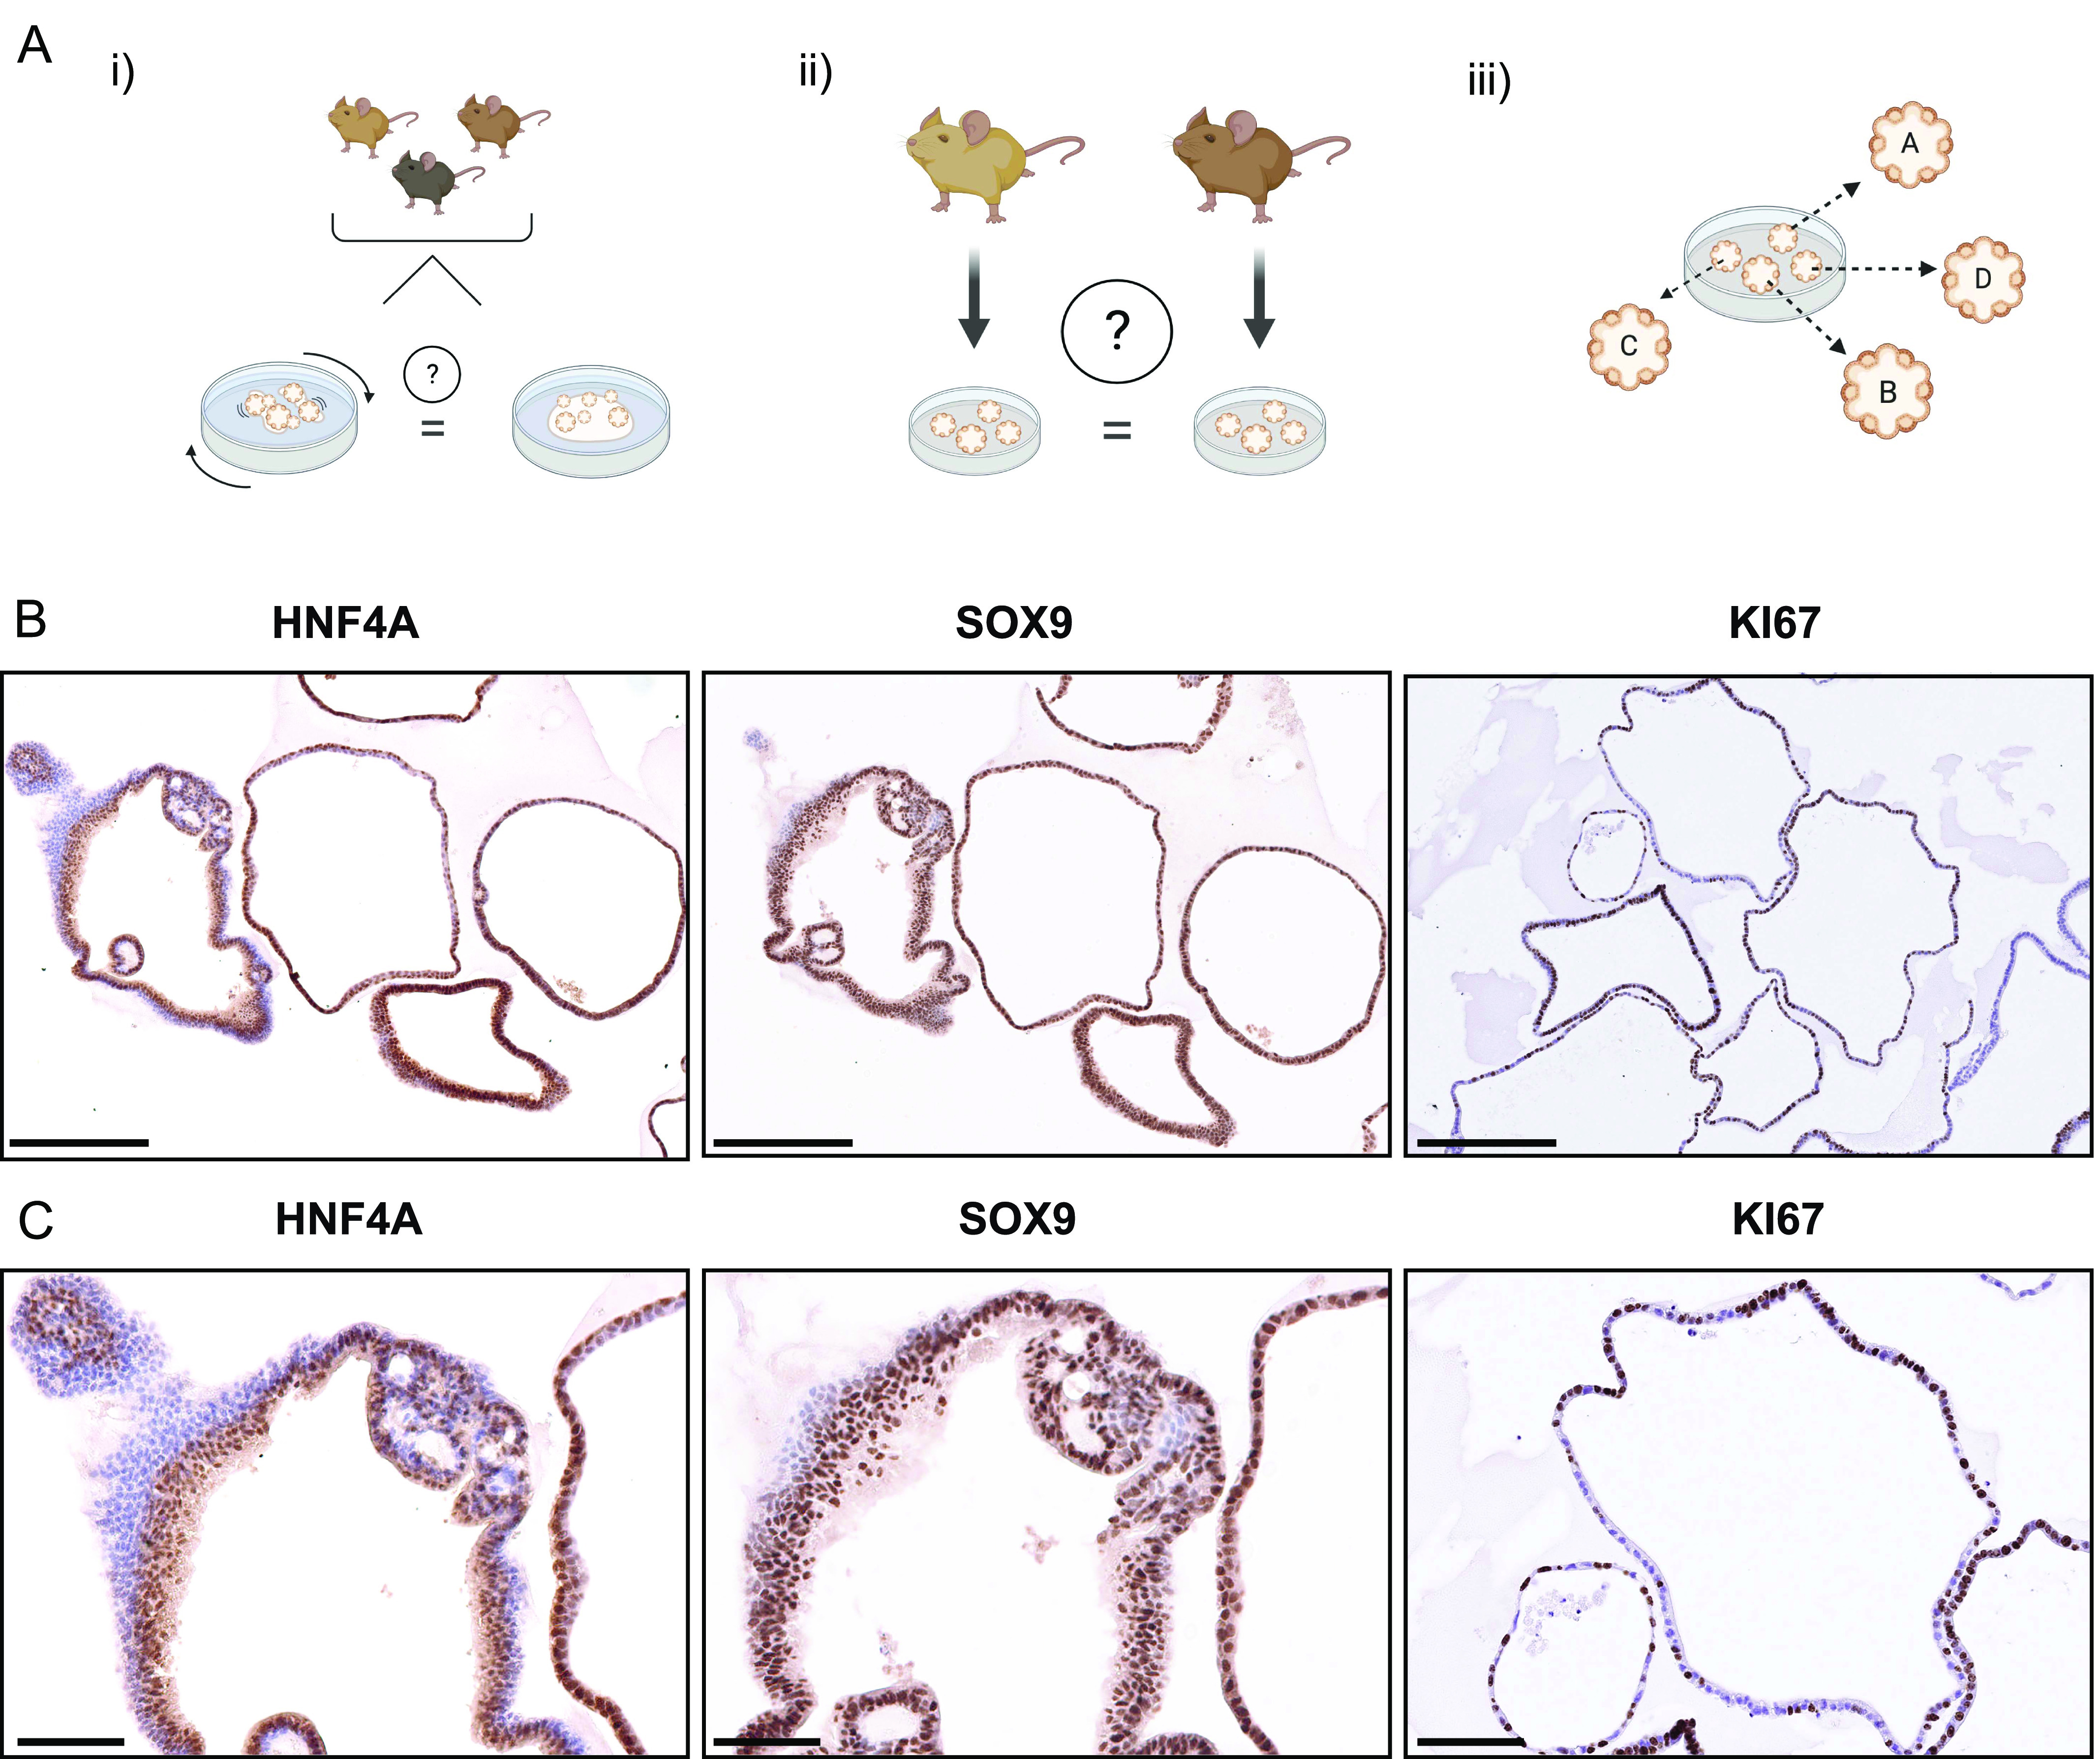
Rationale and setup of the study. **(A)** This study aims to investigate organoids (i) grown in a shaking culture and evaluate them as an alternative to dome culture, (ii) generated from different animals to interrogate batch effects, and (iii) analysis of single organoids to assess the heterogeneity within a culture. **(B)** Immunohistochemistry of the same sample of intrahepatic cholangiocyte organoids (of 3-mo-old male mice) for HNF4, SOX9, and Ki67. Scale bar: 250 μm. **(B, C)** Magnified areas of immunostained organoids in (B). Scale bar: 100 μm.

## Results

### Heterogeneity within an organoid culture

To address overall heterogeneity within organoid dome cultures, we initially performed several stainings for progenitor or proliferation markers. We observed a considerably variable amount of Ki67 positive cells between organoids, as well as differences in the morphology of the organoids and slight differences of the SOX9 and HNF4A staining, which suggests that there can be a high degree of variability between individual organoids (Figs 1B and C and S1). These results prompted us to investigate the heterogeneity between organoids further to understand if there are specific pathways that might explain the observed variability.

**Figure S1.**
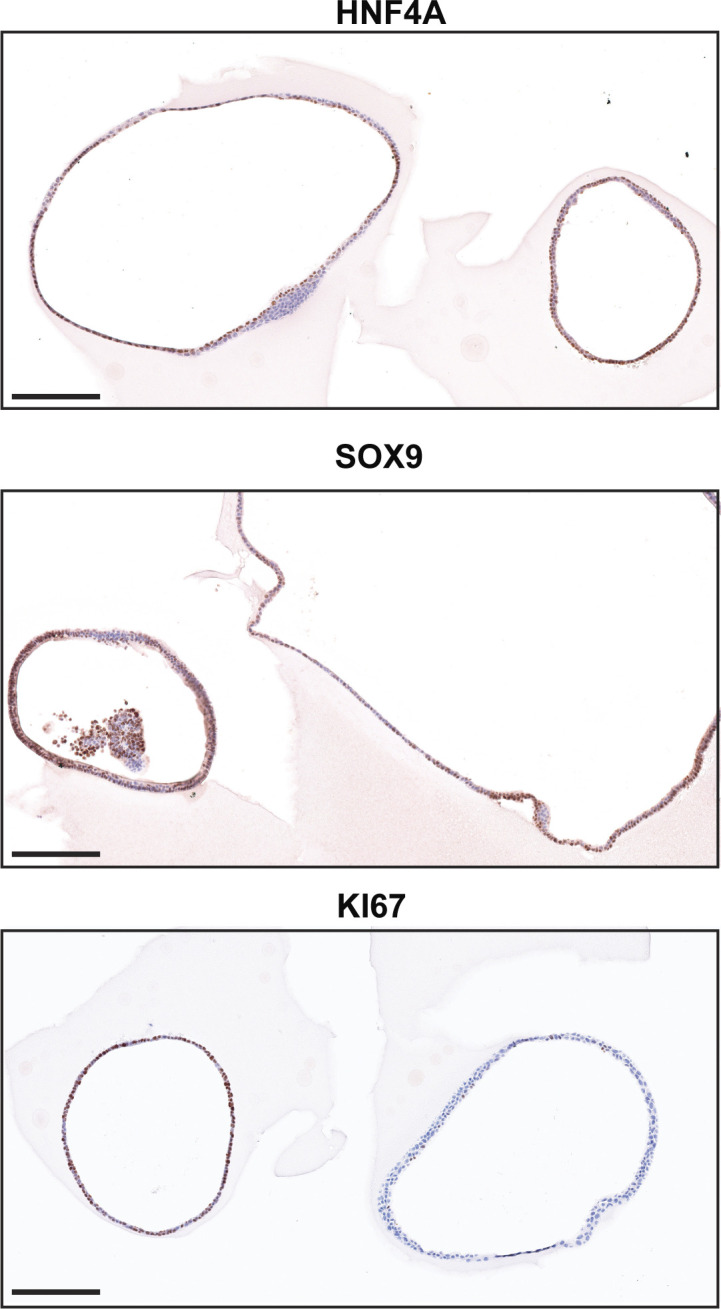
Immunohistochemistry of organoids. Immunohistochemical analysis of HNF4, SOX9, and Ki67 in a different biological replicate of organoids than in Fig 1B. Scale bar: 250 μm.

### Comparison of dome versus shaking culture

To enable simple isolation of individual organoids, we wanted to set up culture conditions, in which cells would grow in a low percentage of Matrigel that would be amenable to pipetting individual organoids. Culture conditions using low Matrigel concentrations have been reported before to generate a large number of cells (Schneeberger et al, 2020). To compare the low-percentage Matrigel cultures with the classic cultures of organoids in domes, we either maintained organoids in domes or moved them to shaking cultures (see the Materials and Methods section for details) and collected RNA to perform RNA-seq. We assessed the gene expression profile for both conditions using 3′-end RNA-seq, which was subsequently analysed using zUMIs (Parekh et al, 2018).

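The deposited gene counts of 3 dome and 3 suspension cultures were analysed as unpaired groups. The cultures were made from 3 pools of animals, and dome and suspension cultures with the same number are not independent if they share a pool. The dome libraries held 14,761,853, 1,885,591 and 1,776,490 counts and the suspension libraries 4,185,397, 3,837,619 and 12,089,655. The Methods describe down-sampling within zUMIs, and whether these totals are from before or after that step is not given in the sources used here. Of 23,440 genes in the table, 12,699 were kept by filterByExpr with a minimum count of 3. Counts were normalised by TMM and tested with quasi-likelihood F-tests in edgeR, with Benjamini-Hochberg adjustment, and log2 fold-changes are given as dome minus suspension. Mitochondrial genes made up 1.64–2.02% of the counts in domes and 3.72–4.02% in suspension. The chi-square per degree of freedom between pairs of replicates was 24.1–36.9 for domes and 5.02–11.0 for suspension, so the replicates differed by more than sampling noise. Simulated changes in 197 genes were recovered at 49.7% with this design, with 8.41% false calls.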

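In the deposited counts, 3,779 of 12,699 genes were differentially expressed between the cultures at an adj. P-value below 0.05 in edgeR, 1,872 lower and 1,907 higher in domes. The values of all 3 domes lay above or below those of all 3 suspension cultures for 6,020 genes (47.4%), where 10% would be separated so by chance, and for 3,640 of the differentially expressed genes. The count depended most on the suspension replicates, with 1,893, 2,209 and 1,926 genes left when suspension replicate 1, 2 or 3 was omitted. With limma-voom, the method used in the paper, 4,004 genes were called, and 2,813 after all libraries were thinned to the smallest total. Of the 10 ways to split the 6 cultures into groups of 3, only the true one gave as many called genes, and the other splits, which leave the pools aside, gave 0.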

After filtering for an adjusted *P*-value below 0.05, 3,225 genes were found differentially expressed between dome and suspension cultures, of which 1,635 were down and 1,590 up-regulated (Fig 2A and Table S1). The heat map of differentially expressed genes showed a clear separation between the two conditions and suggested higher variability between samples in the dome cultures (Fig 2B). 

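The root-mean-square distance of a dome culture to the mean of its group, over the log2 CPM of all genes, averaged 0.579 ± 0.0436 (SD), against 0.330 ± 0.0219 for suspension cultures. The difference had a two-sided exact P-value of 0.1, the smallest that 3 against 3 samples can give. Because 1 dome and 1 suspension library were far deeper than the rest, the distances were repeated on counts thinned to the smallest total, where they were 0.567 and 0.369, again with no overlap. Omitting any single culture left a difference of 0.229–0.335, with distances scaled up for group size and thus not on the scale of those above. The biological coefficient of variation estimated by edgeR was 0.313 in domes and 0.137 in suspension.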

To investigate possible pathways and functions behind differentially expressed genes, we performed gene ontology enrichment analysis using Metascape on genes with an absolute log_2_ fold-change >1, which resulted in 1,015 up- and 1,172 down-regulated genes (Zhou et al, 2019). 

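At an absolute log2 fold-change above 1, 1,254 genes were higher and 1,451 lower in domes. Among genes without overlap and with an average log2 CPM of at least 4, the largest increases were those of Cyp2c55 (log2 fold-change 6.00, SE 1.07, adj. P-value 0.00432), Cyp2c29 and Apoa4 (5.44, SE 1.11, 0.00682). Dome replicate 1 carried much of these, with 219 CPM of Cyp2c55 against 21.3 and 11.5 in the other domes and 80.4 CPM of Apoa4 against 2.93 and 5.50. The largest decreases were those of Ccl2 (−4.49, SE 0.67, 0.00214), Cenpf (−3.96, SE 0.44, 0.000813) and Cenpe (−3.41, SE 0.42, 0.00117).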

Most of the terms enriched in dome-cultured organoids were associated with metabolic terms (genes included Cyp2b10, Cyp2c29, Cyp2j6; Fig 2C), whereas suspension cultures showed enrichment in terms that were connected to proliferation, such as “mitotic cell cycle process” or “DNA replication” (Cdk1, Cdk11b, Cdc45, and Cdk4; Fig 2D and Table S1). 

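All 7 named genes were differentially expressed, over all genes tested and when adjusted over the list alone. The second count is not independent evidence, as the genes were chosen in the paper on these samples. Cyp2b10 (chr7:25,897,620–25,926,624) was higher in domes by a log2 fold-change of 4.10 (SE 0.70, adj. P-value 0.00361), Cyp2c29 (chr19:39,269,405–39,330,713) by 5.98 (SE 0.78, 0.00137) and Cyp2j6 (chr4:96,516,138–96,553,661) by 1.74 (SE 0.26, 0.00206). Dome replicate 1 carried much of this, with 140 CPM of Cyp2c29 against 18.3 and 33.0 in the other domes, and 1.11 ± 0.19 in suspension. Cyp2b10 and Cyp2c29 belong to families of close paralogs, between which 3′-end reads can be misassigned. In the other direction, Cdk1 (chr10:69,335,146–69,352,938) averaged 51.9 ± 18.9 CPM in domes and 142 ± 11.0 in suspension (−1.43, SE 0.27, 0.00481). Cdc45 (chr16:18,780,447–18,811,987) averaged 2.80 ± 1.36 CPM in domes and 17.7 ± 1.34 in suspension (−2.38, SE 0.31, 0.00135). Cdk11b (chr4:155,624,854–155,649,938, −1.08, SE 0.27, 0.0154) and Cdk4 (chr10:127,063,534–127,067,920, −0.64, SE 0.18, 0.025) changed less. Without suspension replicate 1 the adj. P-value of Cdk11b was 0.0755, and that of Cdk4 was 0.105, 0.0957 and 0.0795 without suspension replicate 1, 2 and 3.

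**Figure D1:**
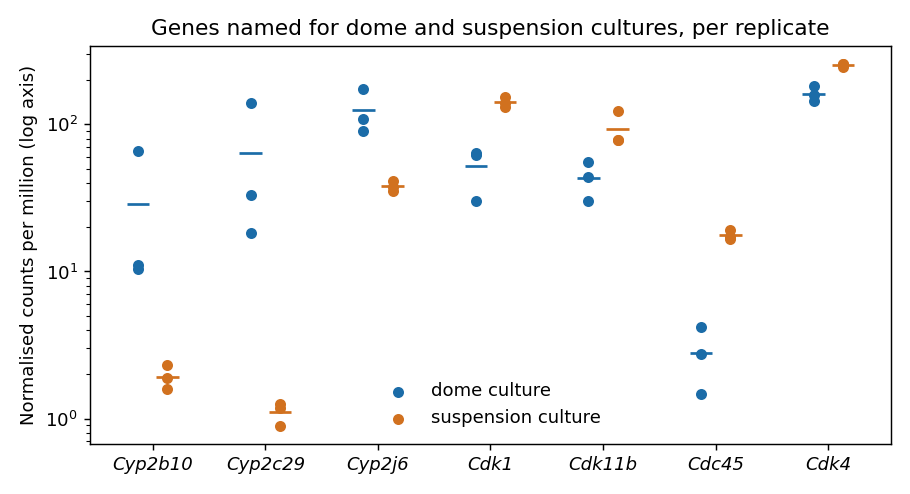
CPM of the 7 genes named in the text in each dome and suspension replicate, on a logarithmic axis.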

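Fixed gene lists were compared between dome and suspension cultures with camera at an inter-gene correlation of 0.01, with adjustment over 13 lists. The hepatocyte list was higher in domes (37 genes, median log2 fold-change 1.68, adj. P-value 7.27e-09), as was xenobiotic and steroid metabolism (55 genes, 1.86, 1.01e-15). The S phase list was lower in all of its 41 genes (−1.46, 9.38e-17), and the G2M list in 51 of 52 (−1.62, 1.27e-20). Of the hepatocyte genes, 27 were differentially expressed over all genes tested and 27 when adjusted over the list alone, and of the S phase genes 37 by either count. Interferon response (0.99, 7.27e-09) and sterol and fatty acid metabolism (0.41, 0.00104) were also higher in domes. All of these calls but that for sterol metabolism held with fry. With replicate number as a block, camera kept all of them and fry none. None held when camera estimated the inter-gene correlation from the 6 cultures. No call was made for ductal and progenitor genes (−0.02, 0.638), although 19 of the 35 were differentially expressed over all genes tested and 21 when adjusted over the list alone. Nor was one made for cell adhesion and motility (−0.19, 0.269), Wnt and Lgr5 (0.06, 0.843) or TNF and NF-kB response, whose median was −0.20 while camera placed it higher in domes (0.859). The same held for the few macrophage, endothelial and mesenchymal genes tested (adj. P-values 0.638, 0.638 and 0.843).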

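Among single markers, Mki67 was lower in domes (log2 fold-change −2.26, SE 0.30, adj. P-value 0.00149), Notch2 was lower too (−1.59, 0.0338), a call lost without any 1 of the domes or suspension replicate 1 or 3, and Hnf4a was 0.50 higher without reaching a call (0.156; 0.0321 without dome replicate 2). The hepatic marker Fah went the other way, at −1.37 (SE 0.44, 0.0416), a call that was lost with limma-voom (0.0525) and without dome replicate 3 or any 1 of the suspension replicates. From the metabolic and proliferation terms the paper proposes that organoids in domes are in a more differentiated, hepatocyte-like state. In the counts analysed here, both sides of that contrast were present as lower cell cycle lists and higher hepatocyte and xenobiotic lists, from 3 cultures per condition. The hepatocyte and xenobiotic lists share many genes and are not separate evidence. The lists also hold Cyp2b10, Cyp2c29, Cyp2j6, Cdk1 and Cdc45, which the paper named from these samples.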

Taken together, the observed gene expression differences suggested that organoids grown within a Matrigel dome represented a more differentiated (hepatocyte-like) state than those within the shaking cultures, which was dominated by proliferation-associated terms.

**Figure 2.**
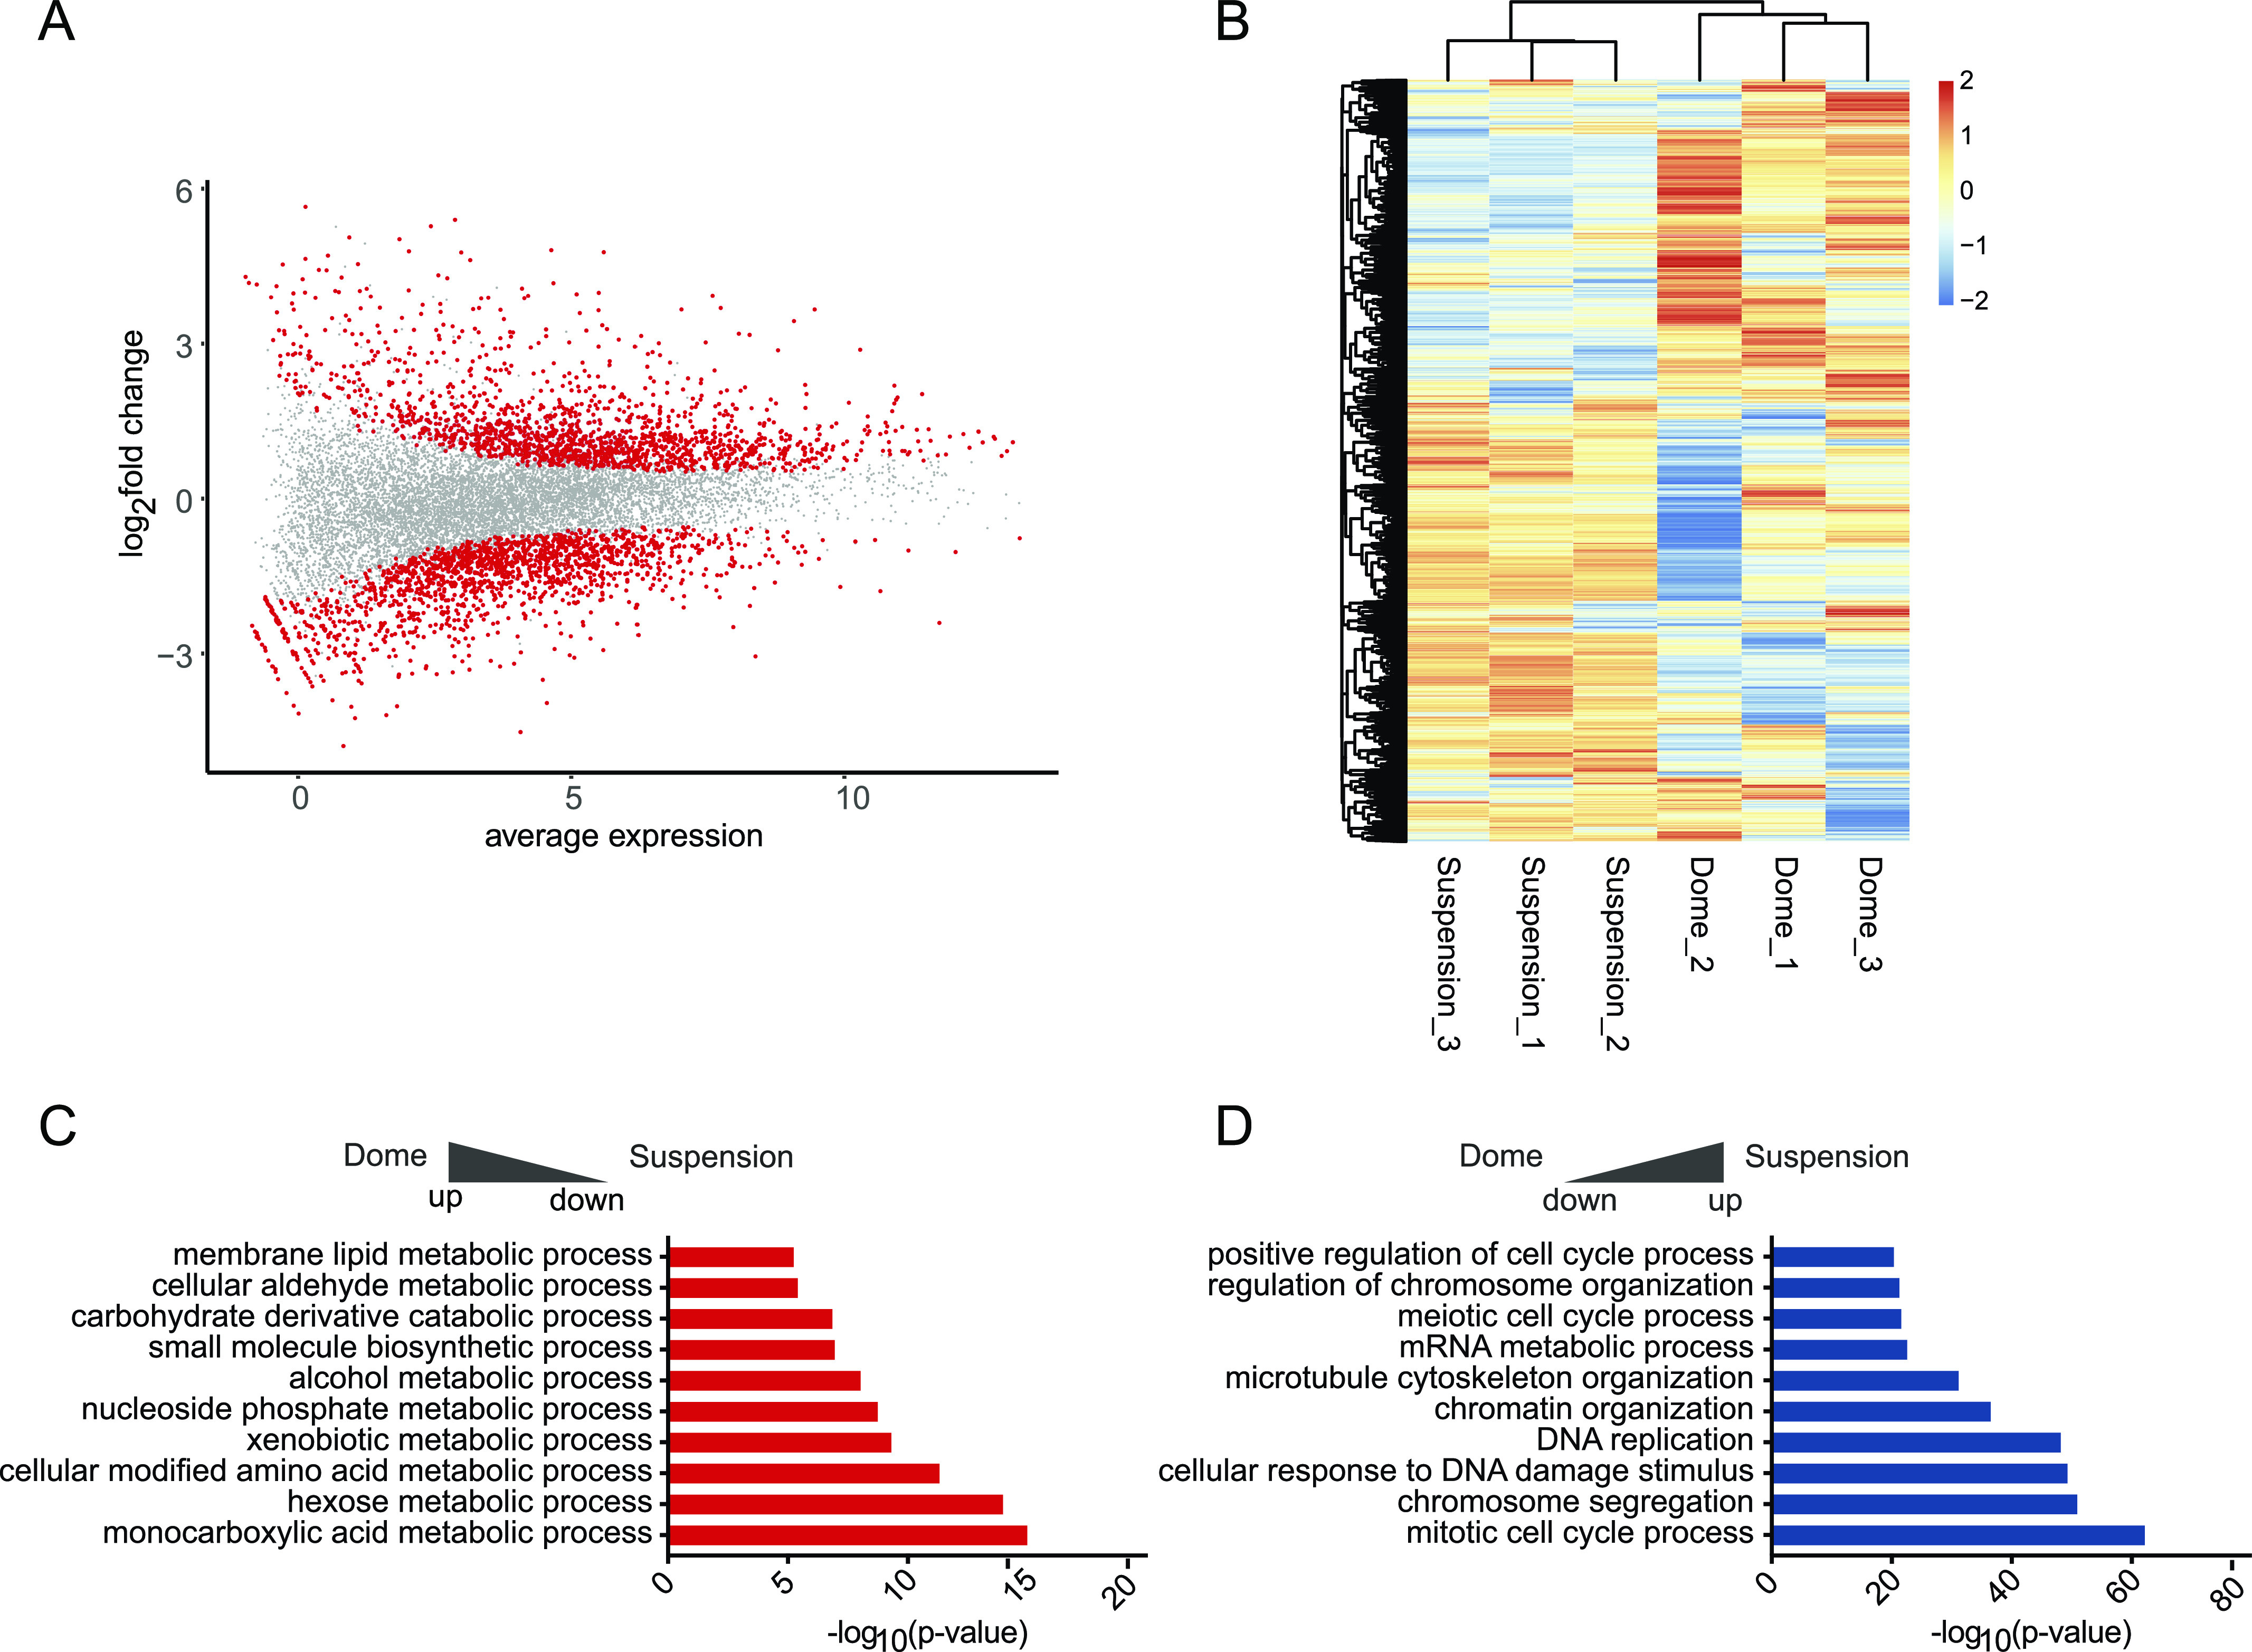
Differential gene expression analysis of dome and suspension-cultured ductal-derived organoids. **(A)** MA-plot showing the log_2_ ratio and average expression values of differentially expressed genes (DEGs). Significant genes after *P*-value adjustment are displayed in red, n = 3; biological replicates. **(B)** The heat map shows the normalised expression values generated by limma-voom for the fraction of significant DEGs. Heat map data are clustered by both row and column, and scaled by row. **(C, D)** Metascape enrichment analysis of DEGs comparing dome and suspension culture. **(C, D)** Terms up-regulated in dome are shown in (C), whereas terms up-regulated in suspension-grown cells are shown in (D).

Table S1 Differentially expressed genes of dome- versus suspension-grown organoids.

### Passage number is the strongest contributor to gene expression changes in organoid cultures

To assess the heterogeneity of organoids, new cultures were established from four 3-mo-old male mice. Each culture originated from the liver of one animal. After establishing organoid cultures in domes, organoids were broken down into fragments, which were seeded in suspension culture and maintained there for at least two passages (see also the Materials and Methods section). Individual organoids from different wells of the same biological replicate were carefully transferred into a new 24-well plate with a pipette. Only non-apoptotic organoids, without a dark necrotic lumen, were selected, and a variety of sizes was included. Representative organoids are displayed in Fig 3A. The images were used to calculate the 2D surface area (Fig S2A and B). Organoids from Set 1 were analysed after passage 11 and displayed a similar morphology within the set regarding the evenness of the lumen compared with all other sets. Sets 2 and 3 were harvested at passage three and Set 4 at passage four. 

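The deposited counts of all 42 libraries were read, and the 35 kept in the paper were used: 8 organoids of Set 1 at passage 11, 10 of Set 2 and 5 of Set 3 at passage 3, and 12 of Set 4 at passage 4. Their totals ran from 1,059,002 to 11,175,868 counts, with medians of 3,556,738.5, 2,435,888, 2,554,162 and 2,408,330.5 for Sets 1 to 4, so the minimum in reads stated in the paper is not on the scale of these totals. The 7 libraries left out held 666,660 to 1,152,914 counts. Of the 28,773 genes in the table, 13,927 were kept by filterByExpr with a minimum count of 3. The organoids of a set differed by more than sampling noise, the most similar of the kept pairs having a chi-square per degree of freedom of 2.47. Each set came from 1 mouse, and passage number differs between Set 1 and the rest, so that mouse, culture history and passage cannot be told apart in these comparisons.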

In total, we generated 42 RNA-seq libraries across the four sets, of which 35 libraries passed quality control and filtering for a minimum library size of four million reads. To visualise the variance within the dataset, principal component analysis (PCA) was performed (Fig 3B and C). 

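On the log2 CPM of voom for the 35 organoids, after TMM, PC1 to PC3 held 19.4%, 11.3% and 6.78% of the variance.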

The library size of each sample is annotated in counts per million and represented by the size of the dot. 

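Total counts per library were compared with the components of the 35 organoids, giving 12 relations over all organoids and within the sets of at least 6, with two-sided permutation P-values and Benjamini-Hochberg adjustment over the 12. Over all organoids the Pearson r was −0.384 with PC1 (P = 0.0197, adjusted 0.0472; −0.365 without the 2 farthest organoids) and −0.496 with PC2 (P = 0.00456, adjusted 0.0182; −0.304 without the 2 farthest). The Spearman rho was −0.267 (P = 0.123) and −0.253 (P = 0.142). By r, library size accounted for 14.8% of the variance of PC1, and for PC2 the squared r was larger, at 0.246. PC3 showed no relation (r 0.163, P = 0.339). Within sets the relation was closer for PC1 in Set 4 (r −0.826, P = 0.000670, adjusted 0.00655; rho −0.804, P = 0.00253; −0.724 without the 2 farthest). The same was seen for PC2 in Set 1 (r −0.896, exact P = 0.00109, adjusted 0.00655; rho −0.905, P = 0.00456; −0.797 without the 2 farthest). In Set 2, PC3 rose with library size (r 0.749, P = 0.0133, adjusted 0.0398; rho 0.806; 0.714 without the 2 farthest).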

Importantly, library size differences (though present) did not drive separation between the individual organoids. Interestingly, whereas organoids within sets 2–4 clustered closely together, Set 1 formed a distinct cluster (Fig 3B and C). 

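Set 1 was separated along PC2, where its organoids lay between −77.2 and −21.0 and all others between −0.982 and 37.4, with no overlap. Membership of Set 1 accounted for 80.8% of the variance of PC2 (permutation P = 1e-05, the smallest possible with 100,000 permutations). It accounted for 4.15% of PC1 (P = 0.241) and 3.47% of PC3 (P = 0.284). PC1, the largest component, was thus not the one on which Set 1 stood apart. With the 500 most variable genes the share was 54.7% on PC1 and 37.1% on PC2, with overlap on both. On PC2, Set 1 also overlapped the others with scaled genes (66.4%) and with all 42 organoids (58.1%). There was no overlap on PC2 with log2 CPM with a prior count of 2 or after thinning.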

Initially, passage number was not considered when setting up this experiment, but the analysis pointed towards passage as a major separator between Set 1 and sets 2–4. This indicated that changes occurred in these organoids upon prolonged culturing. To investigate this potential passage effect further, we performed differential expression testing between all sets. The analysis was performed using the linear models approach within limma (Law et al, 2014; Ritchie et al, 2015). As this study did not involve a simple control-treatment design, the four different sets were juxtaposed within six comparisons. 

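The 6 comparisons were made here in 1 quasi-likelihood fit in edgeR of the 4 sets, with adj. P-values computed over all 6 together. In 10 simulations without any change between the sets, 0 genes were called in edgeR in all 3 comparisons with Set 1, while a median of 42 passed at an unadjusted P-value below 0.05. Simulated changes in 196 genes between Set 1 and Set 2 were recovered at 76.0%, with 4.49% false calls.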

The expression values of significantly expressed genes (adj. *P*-value < 0.05) were subsequently displayed in a heat map (Fig 3D and Table S2) and data were clustered by sample (i.e., column). The heat map replicated the trend seen in the dimensionality reduction analysis above and showed most of the Set 1 to be clustering in a separate branch. In contrast, the other three sets appeared ordered according to their passage number, suggesting that indeed, gene expression was dominated by passage number. 

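Differences between the 4 sets accounted for 23.5% of the variance in expression of the 35 organoids and differences within sets for 76.5%. Shuffled set labels gave 8.82% on average (one-sided permutation P = 1e-05, the smallest possible). The share between sets was 37.0% with the 500 most variable genes, which moved it most, and 17.0% with all 42 organoids.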

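Without Set 1, the sets accounted for 18.2% of the variance between the remaining 27 organoids (permutation P = 2e-05, 7.70% with shuffled labels). Sets 2 and 3, both at passage 3, differed in 548 genes, 286 higher and 262 lower in Set 2. The higher count fell to 176 without organoid 3 and 187 without organoid 6 of Set 3, and all 548 to 180 when each comparison was adjusted on its own. Set 4, at passage 4, differed from Set 2 in 1,722 genes (977 higher and 745 lower in Set 2) and from Set 3 in 1,610 (1,099 higher and 511 lower in Set 3). The last count fell to 803, 1,056 and 1,024 when organoid 3, 4 or 6 of Set 3 was omitted. Among these comparisons of Sets 2 to 4, the order of the counts follows passage number, with 1 mouse per set.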

To address the changes in gene expression on a more functional level, we first compared the number of differentially expressed genes across the sets (Fig S3). Not surprisingly, comparisons with Set 1 showed the strongest differential expression. 

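Set 1 differed from Set 2 in 1,988 genes (986 higher and 1,002 lower in Set 1), from Set 3 in 1,314 (599 and 715) and from Set 4 in 2,780 (1,721 and 1,059). The comparison with Set 3, which had the fewest organoids, gave fewer genes than those of Set 4 with Sets 2 (1,722) and 3 (1,610). With a block for replicate number the order was reversed (1,134 against 897 and 731), and without organoid 3, 4 or 6 of Set 3, or with all 42 organoids, the comparison of Set 4 with Set 3 gave the fewest of the 3. Thinning to the smallest total lowered the counts to 1,157, 731 and 1,665, and the block lowered the last further, to 1,584. For each comparison, at most 2 of 100 splits of the organoids of both sets, fitted and adjusted alone, gave as many genes as the true sets, the true split included. For Set 1 against Set 2 the other split that did so gave 3,528 genes against 1,390, and for Set 1 against Set 3 1,459 against 1,033.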

We then chose the intersection between these comparisons with Set 1 and performed GO term enrichment analysis for up-regulated genes in Set 1 (Fig 3E). 

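In all 3 comparisons with Set 1, 546 genes were called in the same direction, 335 higher and 211 lower in Set 1. The number was 594 with DESeq2 and 275 after thinning to the smallest total, the alternative that moved it most. Among the 15 higher genes without overlap between Set 1 and the rest and with an average log2 CPM of at least 4, the largest average log2 fold-changes were those of the pseudogene Mup-ps19 (chr4:61,957,149–61,959,911, 3.54), Cyp4b1 (chr4:115,624,725–115,647,723, 3.44) and Tbx3 (chr5:119,670,669–119,684,724, 3.09). Tbx3 averaged 80.2 ± 31.5 CPM in Set 1 and 11.2, 7.70 and 10.8 in Sets 2 to 4, with a largest adj. P-value of 1.54e-07. Organoid 1 of Set 1 had 327 CPM of Mup-ps19, where the next organoid had 127, and counts of this pseudogene can include reads from the near-identical Mup genes. Among lower genes at the same average log2 CPM, with overlap allowed, the largest decreases were those of Epsti1 (chr14:77,904,239–78,002,657, −3.44), 1700025G04Rik (−2.84) and Slc38a1 (−2.50, largest adj. P-value 0.000183), with 5.07 ± 2.36 CPM of Slc38a1 in Set 1 and 36.7, 32.7 and 18.3 in Sets 2 to 4.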

The enrichment map of GO terms pointed towards a strong enrichment for hepatocyte-specific functions, indicating that prolonged culture leads to a more mature hepatocyte phenotype. 

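The hepatocyte list was higher in Set 1 than in the mean of Sets 2 to 4 (32 genes, 26 of them higher, median log2 fold-change 0.87, camera adj. P-value 6.43e-12). Xenobiotic and steroid metabolism was higher too (45 genes, 38 of them higher, 0.55, 8.28e-13), and sterol and fatty acid metabolism had a median of 0.07 and a mean of 0.31 (0.00368). These 3 lists held with fry (1.64e-08, 1.25e-06 and 5.13e-10) and with an estimated correlation (0.00569, 0.0248 and 0.00569). The hepatocyte and xenobiotic lists share many genes. In the comparisons with Sets 2, 3 and 4, 18, 16 and 21 of the hepatocyte genes were differentially expressed over all genes tested, and 26, 20 and 23 when adjusted over the list alone. The paper reasons from the enriched hepatocyte functions in the set at passage 11 that prolonged culture leads to a more mature hepatocyte phenotype. The hepatocyte list was not called between passages in the separate bulk samples (camera adj. P-value 0.912). Its median changes were 0.29, 0.24 and −0.33 in Sets 1, 3 and 4. Of the 546 genes above, which are not limited to hepatocyte genes, 510 could be followed there. Of these 510, 60.4% changed in the same direction from passage 4 to passage 11 as labelled (random lists 44.9–53.5%, P = 2e-04, the smallest possible), with a median change of 0.21. This comparison is across genes, which are not independent replicates. Of the 510 genes, 91 were called in the same direction and 53 in the opposite one, and without Set 3 the counts were 29 and 21, with the share at 60.8%.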

The enrichment for a more progenitor-like state is evident in the GO analysis of down-regulated genes (Fig 3F), in which proliferation and developmental terms were dominating.

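The S phase list was lower in Set 1 for 38 of 41 genes (median log2 fold-change −0.58, camera adj. P-value 3.73e-13) and the G2M list for 51 of 52 (−0.43, 1.65e-10). Both calls held with fry (0.000134 and 0.0034) and were lost with an estimated correlation. Interferon response was lower in 63 of 64 genes (−1.06, 8.37e-19), with 55 of them differentially expressed against Set 2, 20 against Set 3 and 8 against Set 4 over all genes tested, and 59, 27 and 8 when adjusted over the list alone. Lower too was TNF and NF-kB response in 41 of 56 genes (−0.25, 0.00411, fry 0.0101), and neither list held with an estimated correlation. Ductal and progenitor genes (−0.13, 0.226), cell adhesion and motility (−0.11, 0.119) and Wnt and Lgr5 (−0.35, 0.175) were not called, nor were macrophage (3 genes, 0.231) and endothelial genes (5 genes, 0.743). Cdc45 was lower in Set 1 by 0.77, 0.73 and 1.12 against Sets 2, 3 and 4 (adj. P-values 0.0165, 0.0532 and 0.000225). It was called in all 3 comparisons with limma-voom, with DESeq2, with a minimum count of 10, and without organoid 3 or 4 of Set 3. Mki67 did not differ (289 ± 131 CPM in Set 1, 344, 315 and 290 in Sets 2 to 4, adj. P-values 0.556, 0.833 and 0.996).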

**Figure 3.**
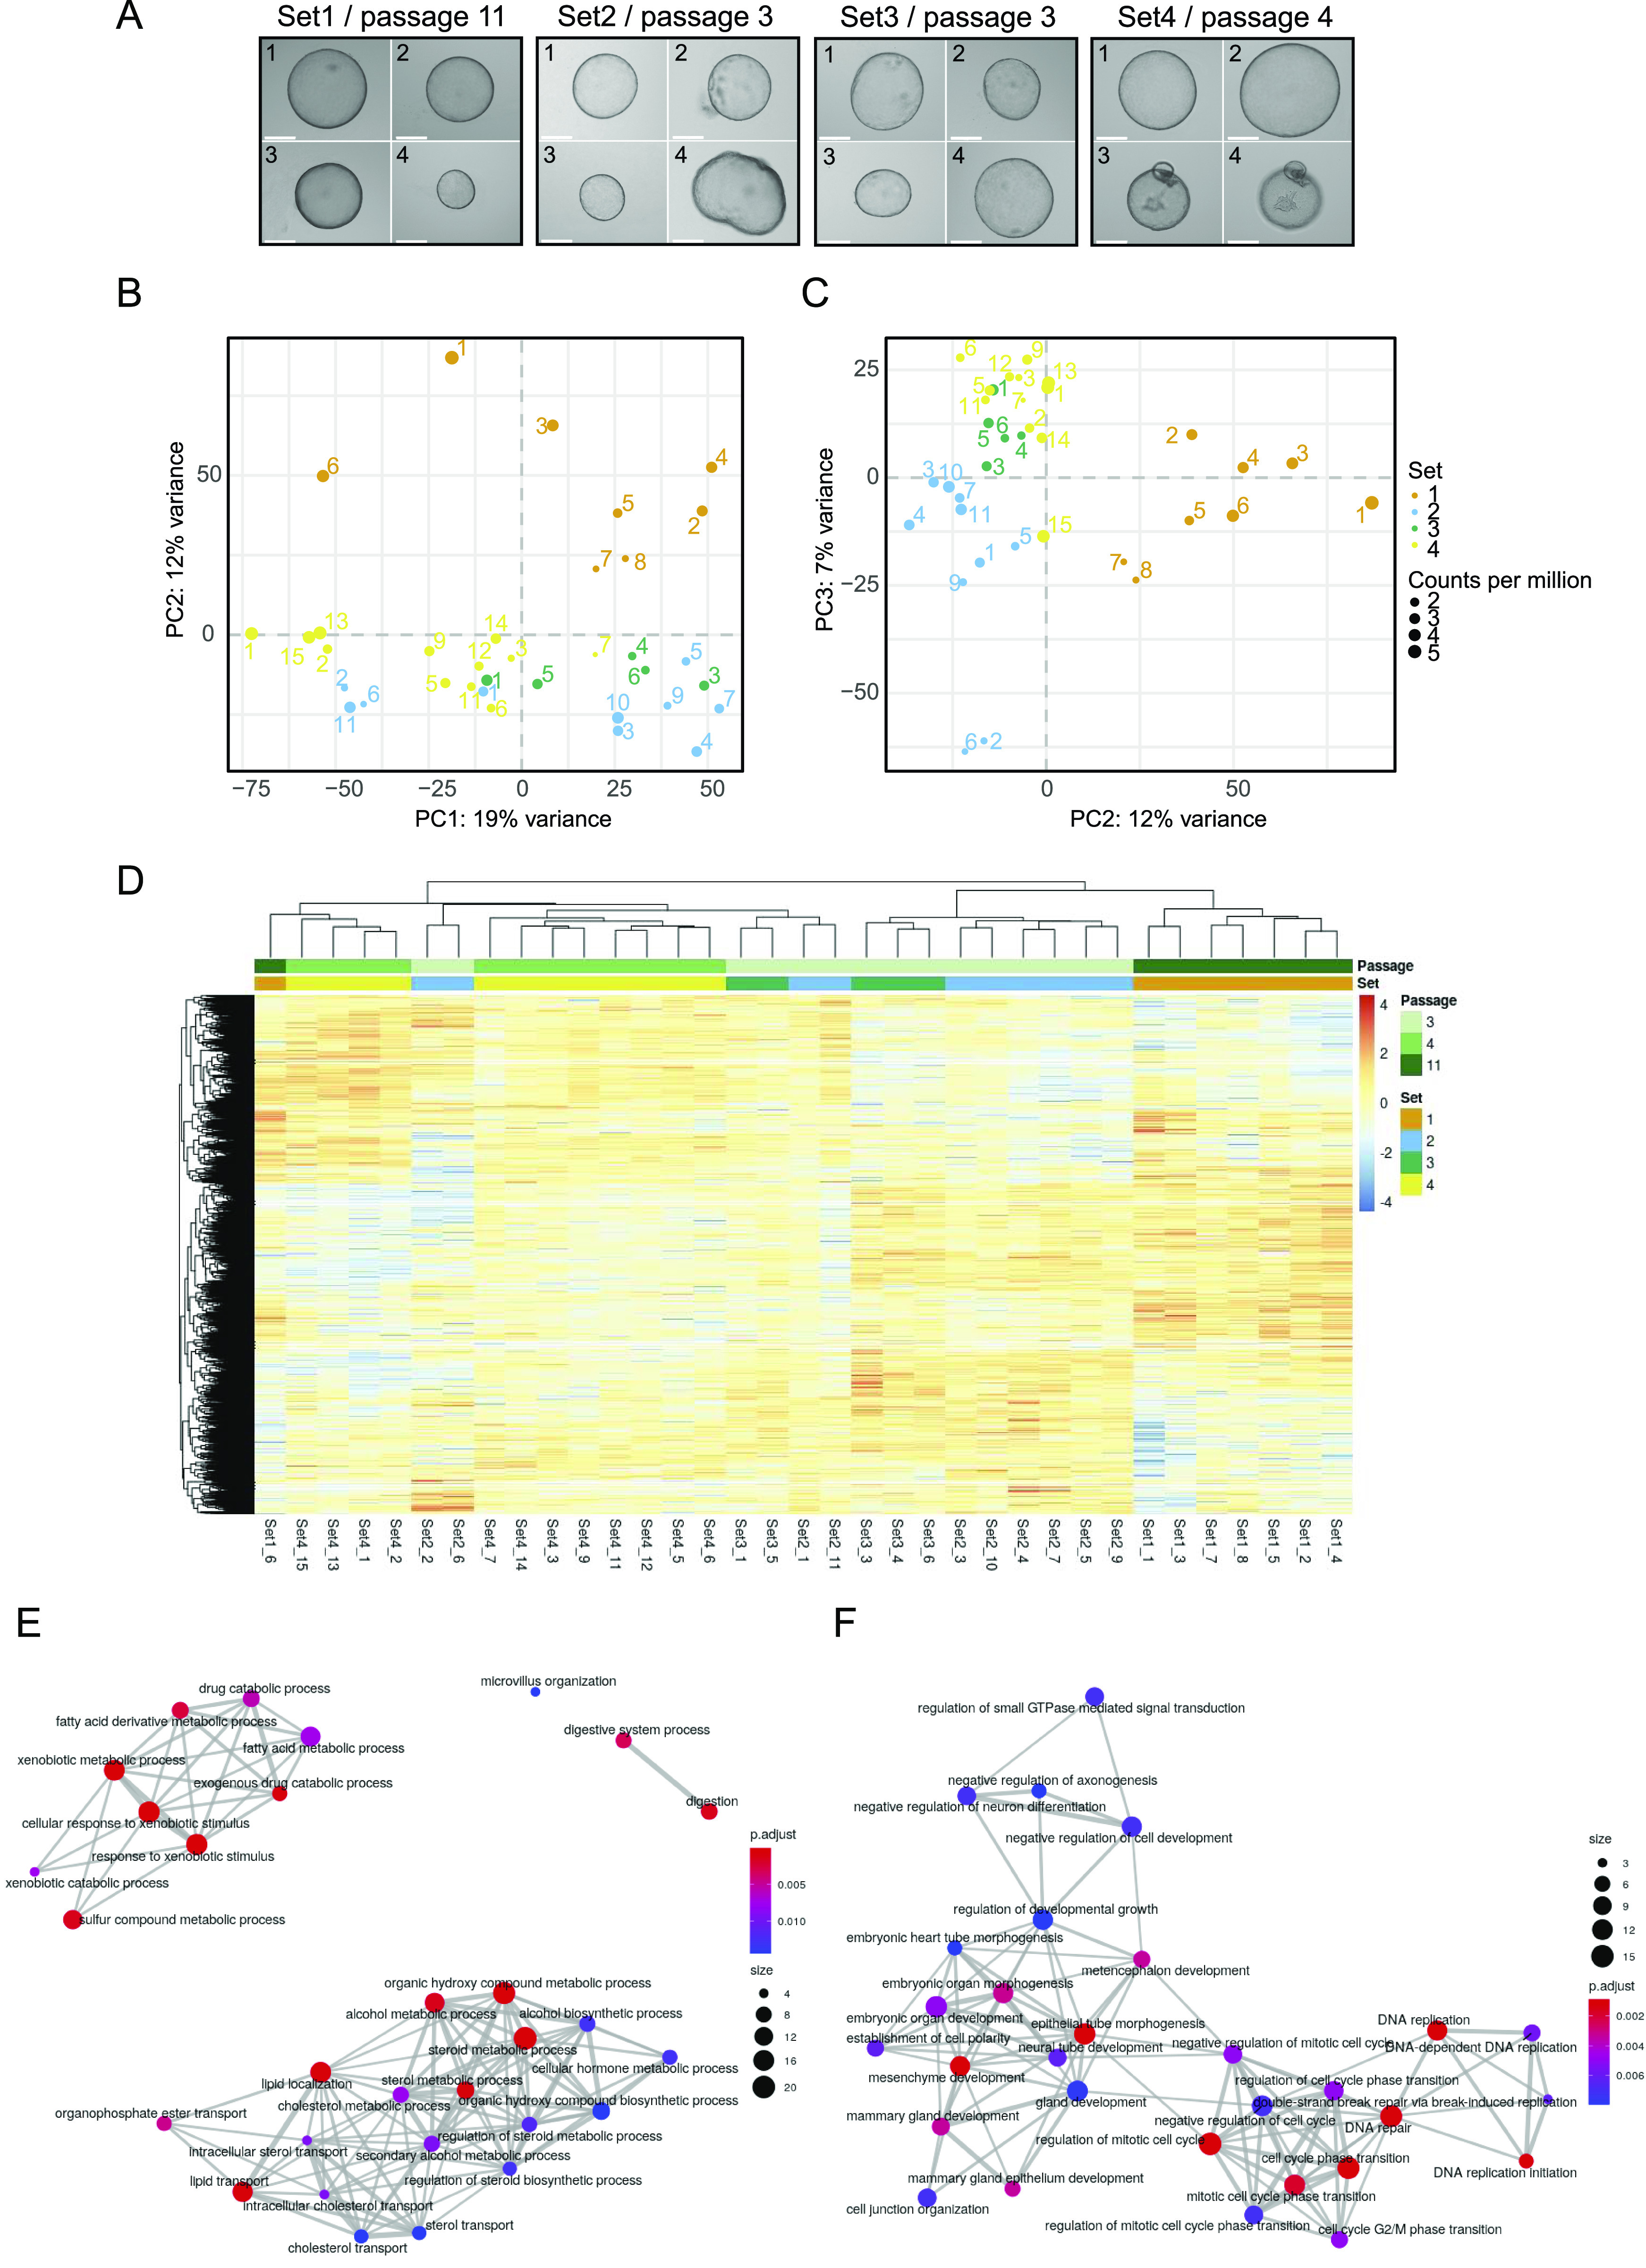
Analysis of single organoids. **(A)** Representative microscopy images taken from individual organoids. The passage number on the day of sorting is indicated for each set. Sample numbers are written in the top left corner of each image. Scale bar: 275 μm. **(B, C)** The grouping of organoids after dimensionality reduction by principal component analysis for the first two PCs and PC 2 and 3. The distribution of variance among the PCs is plotted along, with each proportional contribution to the variance in the axis labels. The dot size indicates library size in counts per million. **(D)** Heat map of expression values after differential expression analysis. Significant genes after *P*-value adjustment are clustered by both row and column, and scaled by row. **(E)** Enrichment map showing GO term analysis of up-regulated DEGs shared against Set 1. **(F)** The intersection of down-regulated DEGs from Set2vs1, Set3vs1, and Set4vs1 plotted as enrichment map.

**Figure S2.**
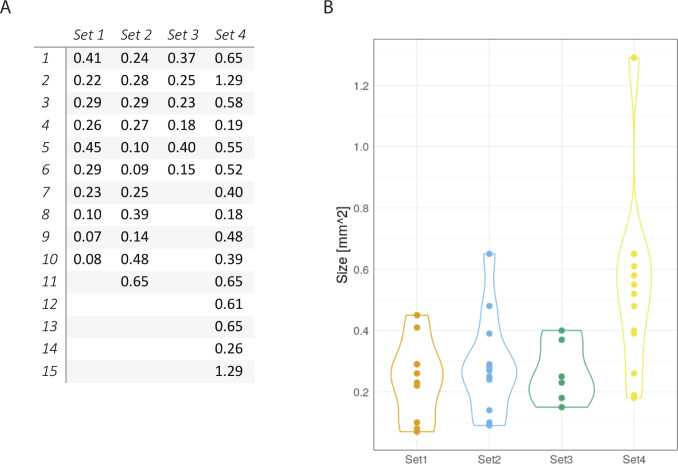
Sizes of individual organoids. **(A, B)** Sizes of individual organoids in square mm measured from 2D images with FIJI as table (A) and graphic (B).

Table S2 Differentially expressed genes in the individual organoids as depicted in Fig 2.

**Figure S3.**
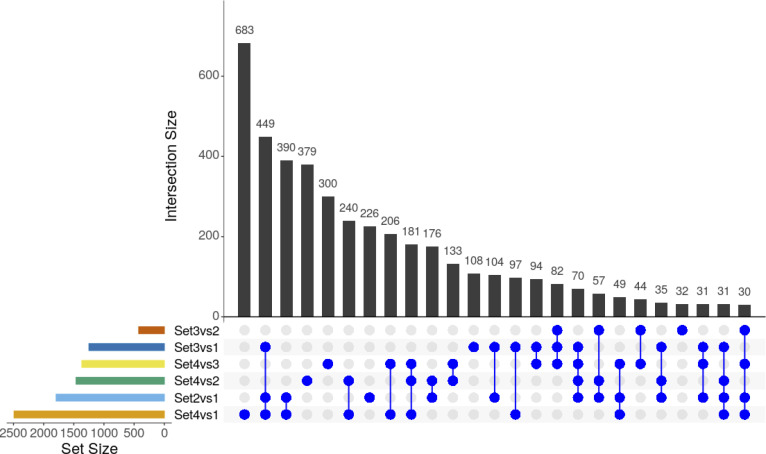
Differential expression analysis by limma-voom approach across sets. The upset plot displays the overlap of differentially expressed genes (DEGs) between comparisons. The coloured horizontal bar graphs indicate the number of DEGs for each comparison, respectively. The black vertical bar graphs visualise the intersection size of DEGs and the blue dots represent contributing comparisons from the DE analysis. Only the first 25 intersections are plotted.

### Impact of passage number on gene expression

The observation that prolonged passage number changed gene expression profiles of organoids prompted us to explore this more systematically. To do so, we performed RNA-seq on the same sets of organoids, once at passage 4 and then again at passage 11. 

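The deposited counts of Sets 1, 3 and 4 at passage 4 and passage 11 were analysed, with the 2 technical replicates of each sample summed, giving 3 against 3 samples. The sums were 3,911,719, 5,297,981 and 5,532,630 counts for Sets 1, 3 and 4 at passage 4 and 4,825,320, 4,938,864 and 1,486,347 at passage 11. Technical replicates differed by a chi-square per degree of freedom of 1.12–2.77, which is more than sampling noise in each pair. Of 23,068 genes, 13,738 were kept by filterByExpr with a minimum count of 3 and tested in edgeR without a term for the set, although the same sets were sampled at both passages. With the set as a block, 2,950 genes were called. Log2 fold-changes are given as passage 11 minus passage 4, with passages taken from the deposited sample labels. Simulated changes were recovered at 63.0%, with 9.02% false calls.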

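PC1 of the 6 samples held 48.7% of the variance and PC2 20.3%. Sets 1, 3 and 4 lay at 60.5, 41.9 and 38.8 on PC1 at passage 4 and at −36.2, −43.4 and −61.5 at passage 11 (two-sided exact P = 0.1, the smallest possible).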

PCA analysis was able to clearly separate the two passages. Interestingly, organoids of passage 4 clustered closely together (Fig 4A), supporting the notion that generally batch-to-batch variability was low, whereas organoids in passage 11 showed more variability. These data indicated that continued passaging of organoids changed gene expression programs and increased variability compared with early passage organoids. 

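On PC2, the passage 4 samples lay between −9.73 and −0.60, while those of passage 11 were spread from −54.9 (Set 4) to 44.3 (Set 1). The distance of a sample to the mean of its passage averaged 0.474 ± 0.0557 at passage 11 and 0.369 ± 0.0457 at passage 4, a difference of 0.105 (two-sided exact P = 0.1, the smallest possible).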

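Set 4 at passage 11 was the shallowest sample, and with all samples thinned to its total the distances were 0.458 at passage 11 and 0.399 at passage 4, a difference of 0.0598 with overlap between the groups (exact two-sided P = 0.2). With 1 sample omitted, distances were scaled up for group size, so the differences are not on the scale of those above. They ranged from 0.0544 without Set 4 at passage 11 to 0.204 without Set 1 at passage 4. The biological coefficient of variation was 0.204 at passage 11 and 0.168 at passage 4. The paper reasons from the PCA that passaging changed expression programs and increased variability. In these counts the first part rests on PC1, where the passages were fully separated, and the second on 3 samples per passage, where 1 shallow library carried part of the spread.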

To further explore this dataset, we performed differential gene expression analysis (Fig 4B). 

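By the deposited labels, 2,784 genes were differentially expressed between the passages at an adj. P-value below 0.05 in edgeR, 1,392 higher and 1,392 lower at passage 11. At an absolute log2 fold-change above 1, 878 were lower and 456 higher at passage 11, where the text of the paper gives more genes up than down. The values of the passages did not overlap for 5,424 genes (39.5%, 10% by chance), among them 2,730 of those called. Omitting Set 3 at passage 4 moved the count most, to 1,552, and it was 1,632 without Set 3 at passage 11 and 1,788 without Set 4 at passage 4. The true labels gave the most genes of all 10 splits. Among genes without overlap and with an average log2 CPM of at least 4, Ambp (chr4:63,143,275–63,154,799) fell most, from 195 ± 66.7 to 14.6 ± 0.184 CPM (−3.74, SE 0.26, adj. P-value 8.87e-05), followed by Gbp3 (−3.72, SE 0.45, 0.00101) and Apoe (−3.55, SE 0.55, 0.00292). Lgals2 (chr15:78,850,860–78,855,529, 3.27, SE 0.21, 7.35e-05) and Rrm2 (chr12:24,708,241–24,714,146, 3.01, SE 0.25, 0.000238) rose, as did Reg3b (4.39, SE 1.02, 0.0148). The call for Reg3b was lost with limma-voom (0.132) and without Set 3 at passage 11 (0.0546), Set 1 at passage 4 (0.0532) or Set 3 at passage 4 (0.0579).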

424 genes were significantly down-regulated and 825 genes up-regulated in passage 11 in comparison with passage 4 organoids (Fig 4C and Table S3). We then performed gene ontology analysis of the up- and down-regulated genes (absolute log_2_FC > 1). Terms associated with down-regulated genes were associated with proliferation and cell cycle progression (Fig 4D), whereas up-regulated terms were related to interferon and TNF signalling, cell motility and substrate adhesion, as well as general stress response pathways (Fig 4E), indicating that organoids are functionally distinct between the two different passage numbers.

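By the deposited labels, the S phase list was higher at passage 11 in 38 of 41 genes (median log2 fold-change 1.23, camera adj. P-value 1.81e-16) and the G2M list in 49 of 52 (1.11, 1.2e-21). Interferon response was lower in 67 of 68 genes (−1.90, 1.89e-23), TNF and NF-kB response in 54 of 60 (−0.89, 2.29e-10) and cell adhesion and motility in 45 of 58 (−0.48, 5.84e-05). Of the interferon genes, 54 were differentially expressed over all genes tested and 60 when adjusted over the list alone. For the S phase list, the counts were 29 and 30. These calls held with fry (0.0128, 0.0118, 0.0326, 0.0128 and 0.0457), and none held with an estimated correlation. With the set as a block, camera kept these calls and fry lost all of them. Sterol and fatty acid metabolism was higher (0.44, 2.19e-05, fry 0.0702) and the 3 macrophage genes were lower (−1.17, 0.0415, fry 0.0128). The hepatocyte list was not called (34 genes, 0.08, 0.912; camera placed it higher and fry lower), although 8 of its genes were differentially expressed over all genes tested and 12 when adjusted over the list alone. Not called either were xenobiotic and steroid metabolism (median 0.00, mean 0.22, 0.984; camera placed it lower), Wnt and Lgr5 (0.27, 0.176, but 0.0219 with the set as a block) and the 4 endothelial genes (0.984). The ductal and progenitor list was called by fry alone (−0.18, camera 0.123, fry 0.0395). The mesenchymal list held 1 tested gene and was not called (0.155). This gene, Bgn, named after its values were seen, was itself lower at passage 11 (0.0748 against 3.19 CPM, −4.75 in edgeR, adj. P-value 0.00957).

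**Figure D2:**
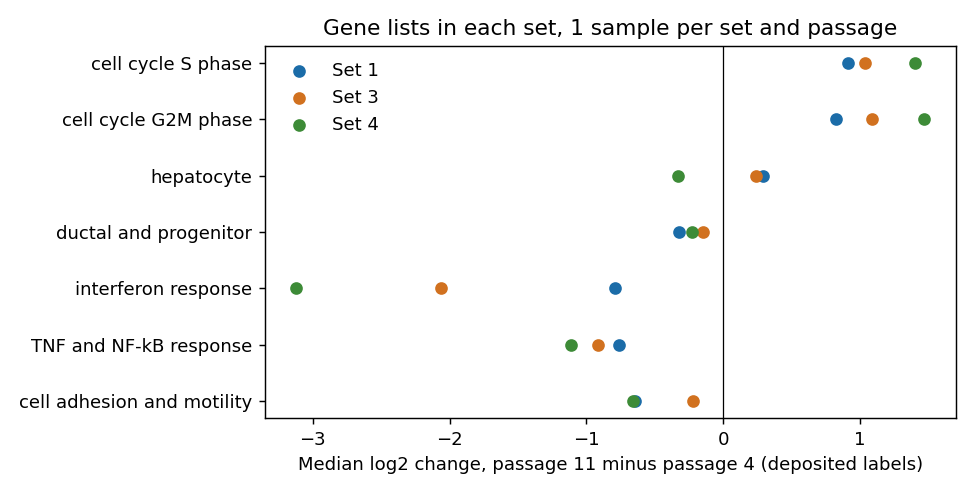
Median log2 fold-change of 7 gene lists from passage 4 to passage 11 in Sets 1, 3 and 4.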

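Among single genes, Cdk1 rose from 67.8 ± 3.15 to 177 ± 7.13 CPM at passage 11 (log2 fold-change 1.38, SE 0.13, adj. P-value 0.000353), Cdc45 rose by 1.30 (SE 0.25, 0.00656) and Cdk4 by 0.66 (SE 0.15, 0.0133). Mki67 (0.61, 0.191) and Cdk11b (−0.01, 0.986) did not differ. Cyp2b10 rose by 2.14 (SE 0.55, 0.0215) and Fah by 1.19 (SE 0.37, 0.0468). The call for Cyp2b10 was lost after thinning (0.193) and without Set 3 at passage 11 (0.14), Set 3 at passage 4 (0.078) or Set 4 at passage 4 (0.0615). The call for Fah was lost with DESeq2 (0.0597), after thinning (0.248), and without Set 1 or Set 3 at passage 11 or Set 3 or Set 4 at passage 4. From the GO terms the paper reasons that organoids are functionally distinct between the passages. In these counts the cell cycle, interferon and TNF lists changed in each of the 3 sets, by 0.91, 1.04 and 1.40 for S phase and by −0.79, −2.06 and −3.12 for interferon in Sets 1, 3 and 4. These directions, by the deposited labels, are the reverse of those in the text of the paper. The legend of Fig 4 places proliferation terms as the labels do.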

**Figure 4.**
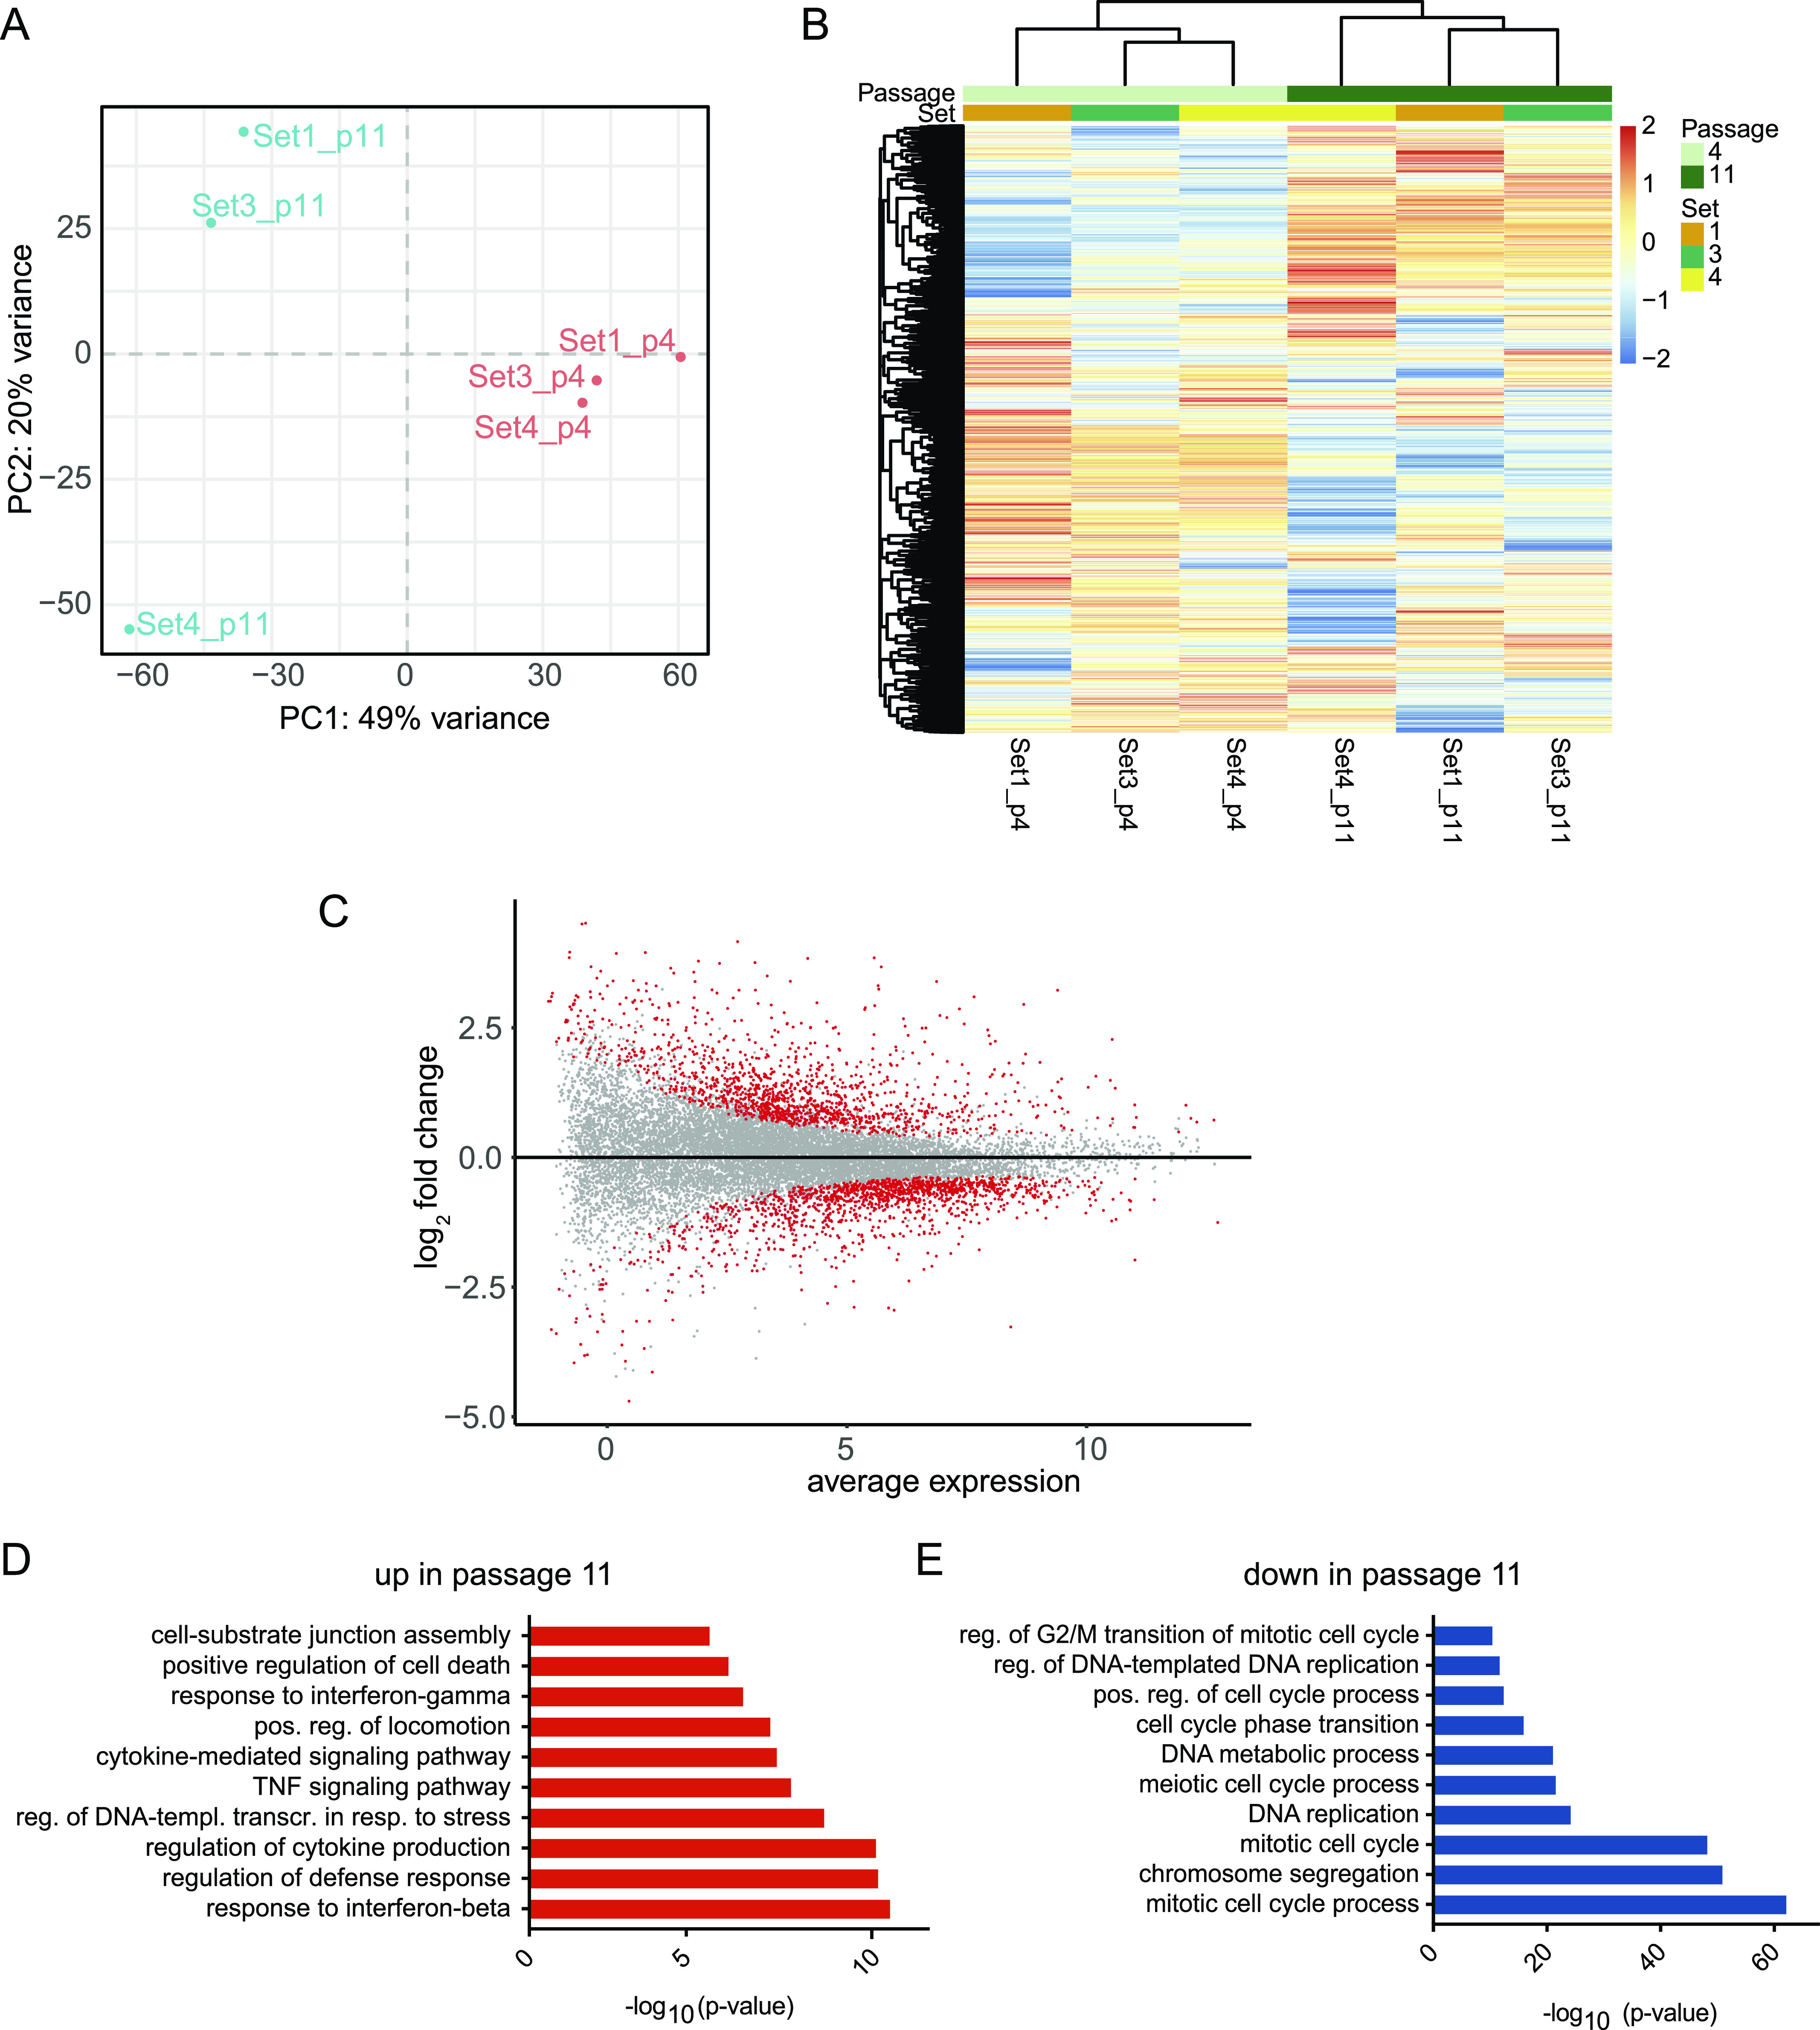
Impact of passage number on gene expression programs. **(A)** Principal component analysis of organoids of the same batch at passage 4 (p4) and passage 11 (p11). Set numbers are given. **(B)** Heat map of expression values after differential expression analysis. Significant genes after *P*-value adjustment are clustered by both row and column, and scaled by row. **(C)** MA-plot showing the log_2_ ratio and average expression values of differentially expressed genes (DEGs). Significant genes after *P*-value adjustment are displayed in red, n = 3; biological replicates. **(D, E)** Metascape enrichment analysis of DEGs comparing early and late passage numbers. **(D, E)** Terms up-regulated at passage 11 are shown in (D), whereas terms down-regulated at passage 11 are shown in (E).

Table S3 Differentially expressed genes between organoids in passage 4 and passage 11.

### Organoid-to-organoid variability

We assessed the heterogeneity within each set using PCA (Fig 5A–D), which indicated a high degree of variability between individual organoids. 

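Within each set, PC1 held 42.0%, 49.3%, 41.5% and 34% of the variance in Sets 1 to 4, and PC2 20.0%, 14.5%, 26.5% and 13.5%. The biological coefficient of variation between organoids was 0.302, 0.318, 0.224 and 0.235 (jackknife SE 0.0326, 0.0299, 0.0360 and 0.0234). Technical replicates of bulk samples, which carry no difference between organoids and were made from total RNA, gave 0.0337–0.0823, which does not measure the technical noise of single organoid libraries. Thinning changed the values little, to 0.291, 0.316, 0.218 and 0.227.

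**Figure D3:**
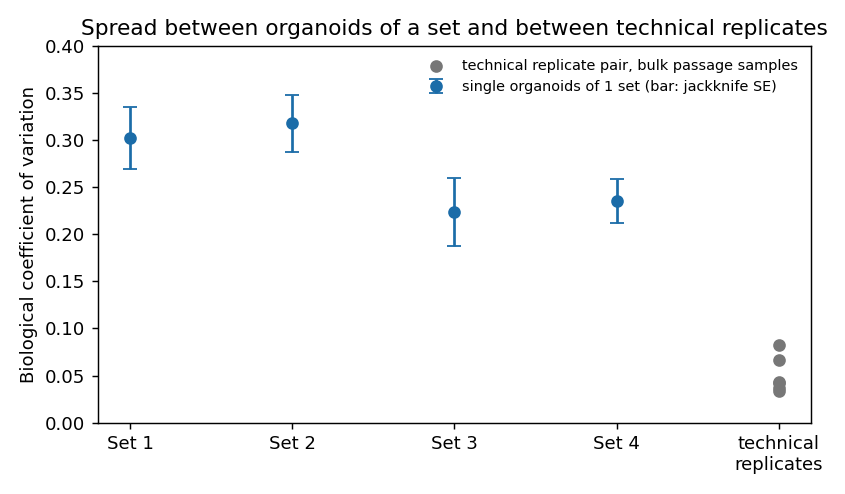
Biological coefficient of variation between organoids of each set, with jackknife standard errors, and between technical replicates.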

To understand in more detail what drove the separation, we analysed the genes driving the separation of PC1 and PC2 for each set (Table S4). However, we did not identify any enriched term for the differentially expressed genes, indicating that there were no changes in specific pathways between the individual organoids. 

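The gene lists used above were placed on PC1 of each set and compared with 10,000 random lists, with adjustment over 10 lists per set and with the sign of PC1 arbitrary. In Set 1 the S phase and G2M lists lay at one end and the hepatocyte and xenobiotic lists at the other (adjusted P = 5e-04 each), with cell adhesion at the end of the cell cycle lists (0.012). In Set 2, G2M (0.004), interferon response (0.001), ductal and progenitor genes (0.044) and cell adhesion (0.044) lay opposite the hepatocyte (0.004) and xenobiotic lists (0.001). S phase lay opposite G2M and interferon response in Set 3 (0.000667 each). In Set 4, S phase (0.01) and G2M (0.001) lay opposite the xenobiotic list (0.001), and the hepatocyte list and cell adhesion fell short (0.0504 each). The test is across genes, which are not independent replicates, and the hepatocyte and xenobiotic lists share many genes. The S phase list of Set 2 did not differ from random lists (0.591).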

As the unbiased approach did not yield any specific pathway, we took a candidate-based approach. We chose marker genes that report proliferation status, response to Wnt signalling (an essential contributor to long-term expansion [Huch et al, 2015]) or differentiated versus progenitor-like state (Fig 5E). 

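Across the 35 organoids, Lgr5 ranged from 0.22 to 16.9 CPM, Fah from 5.19 to 40.7, Notch2 from 7.36 to 41.7 and Sox9 from 26 to 216. Epcam ranged from 210 to 1,245, Mki67 from 122 to 537, Hnf4a from 15.5 to 46.0 and Cdk1 from 14.9 to 81.4. Both ends of the Epcam range and the highest values of Lgr5, Fah, Notch2, Mki67 and Cdk1 were in Set 2. At the lower end of the library totals, a Lgr5 value rests on a handful of counts. Lgr5 in organoid 10 of Set 2 (16.9) was far from the next organoid of its set (7.87).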

The heat map confirms the high level of heterogeneity between the individual organoids. It also corroborates the finding that organoids from Set 1 have a more hepatic-like state compared with the others. 

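Of the markers, Hnf4a was higher in Set 1 than in Sets 2 and 4 (35.0 ± 10.8 CPM against 22.9 and 24.3; log2 fold-changes 0.64 and 0.54, adj. P-values 0.00571 and 0.0143) but not than in Set 3 (0.36, 0.232). Fah averaged 11.0 ± 4.26 in Set 1 and 18.3 ± 10.7, 12.0 ± 2.16 and 9.69 ± 2.96 in Sets 2 to 4 (0.0561, 0.745 and 0.825). The progenitor marker Lgr5 was lower in Set 1, with a log2 fold-change of −3.04 against Set 2 (8.41e-05), −2.31 against Set 4 (0.00294) and, without a call, −1.63 against Set 3 (0.108). Epcam was not called (462 CPM in Set 1, 625.1, 577 and 530 in Sets 2 to 4, adj. P-values 0.177, 0.442 and 0.578), and Notch2 and Sox9 averaged 16.8 and 98.0 in Set 1 against 19.8–21.7 and 105–120 elsewhere. Cdk1 was lower in Set 1 than in Sets 2 and 4 (−0.68, 0.0121 and −0.69, 0.00907) and not than in Set 3 (−0.17, 0.673).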

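Within Set 2, Fah was highest in organoids 2 and 6, at 40.7 and 35.0 CPM, and between 9.67 and 16.8 in the other 8 organoids. Organoids 2 and 6 had the lowest Epcam of the set, 210 and 243 CPM against 423 to 1,245 in the others. Organoid 6 also had the lowest Notch2 (7.36 CPM), while that of organoid 2 (16.5) was within the range of the rest. The ductal and progenitor markers were highest in different organoids, Notch2 in organoid 1 (41.7 CPM), Lgr5 in organoid 10 and Epcam in organoid 5. Lgr5 was 2.60 and 1.84 CPM in organoids 2 and 6 and 1.59 to 7.87 in the others apart from organoid 10. Organoids 2 and 6 were also the shallowest kept libraries of the set, at 1,298,591 and 1,180,937 counts. Their 10 most abundant genes held 10.4% and 10.3% of the counts, the largest shares among its kept organoids. Whether library quality plays a part was not tested. These are single values per organoid, and no test was made of them.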

Interestingly, even within a given culture, such as Set 2, organoids can express high levels of mature hepatic markers (e.g., Fah and Ldlr), whereas others were enriched in ductal and progenitor markers (e.g., Notch2, Lgr5, or EPCAM), indicating that organoids within one culture can lean towards two different fates.

**Figure 5.**
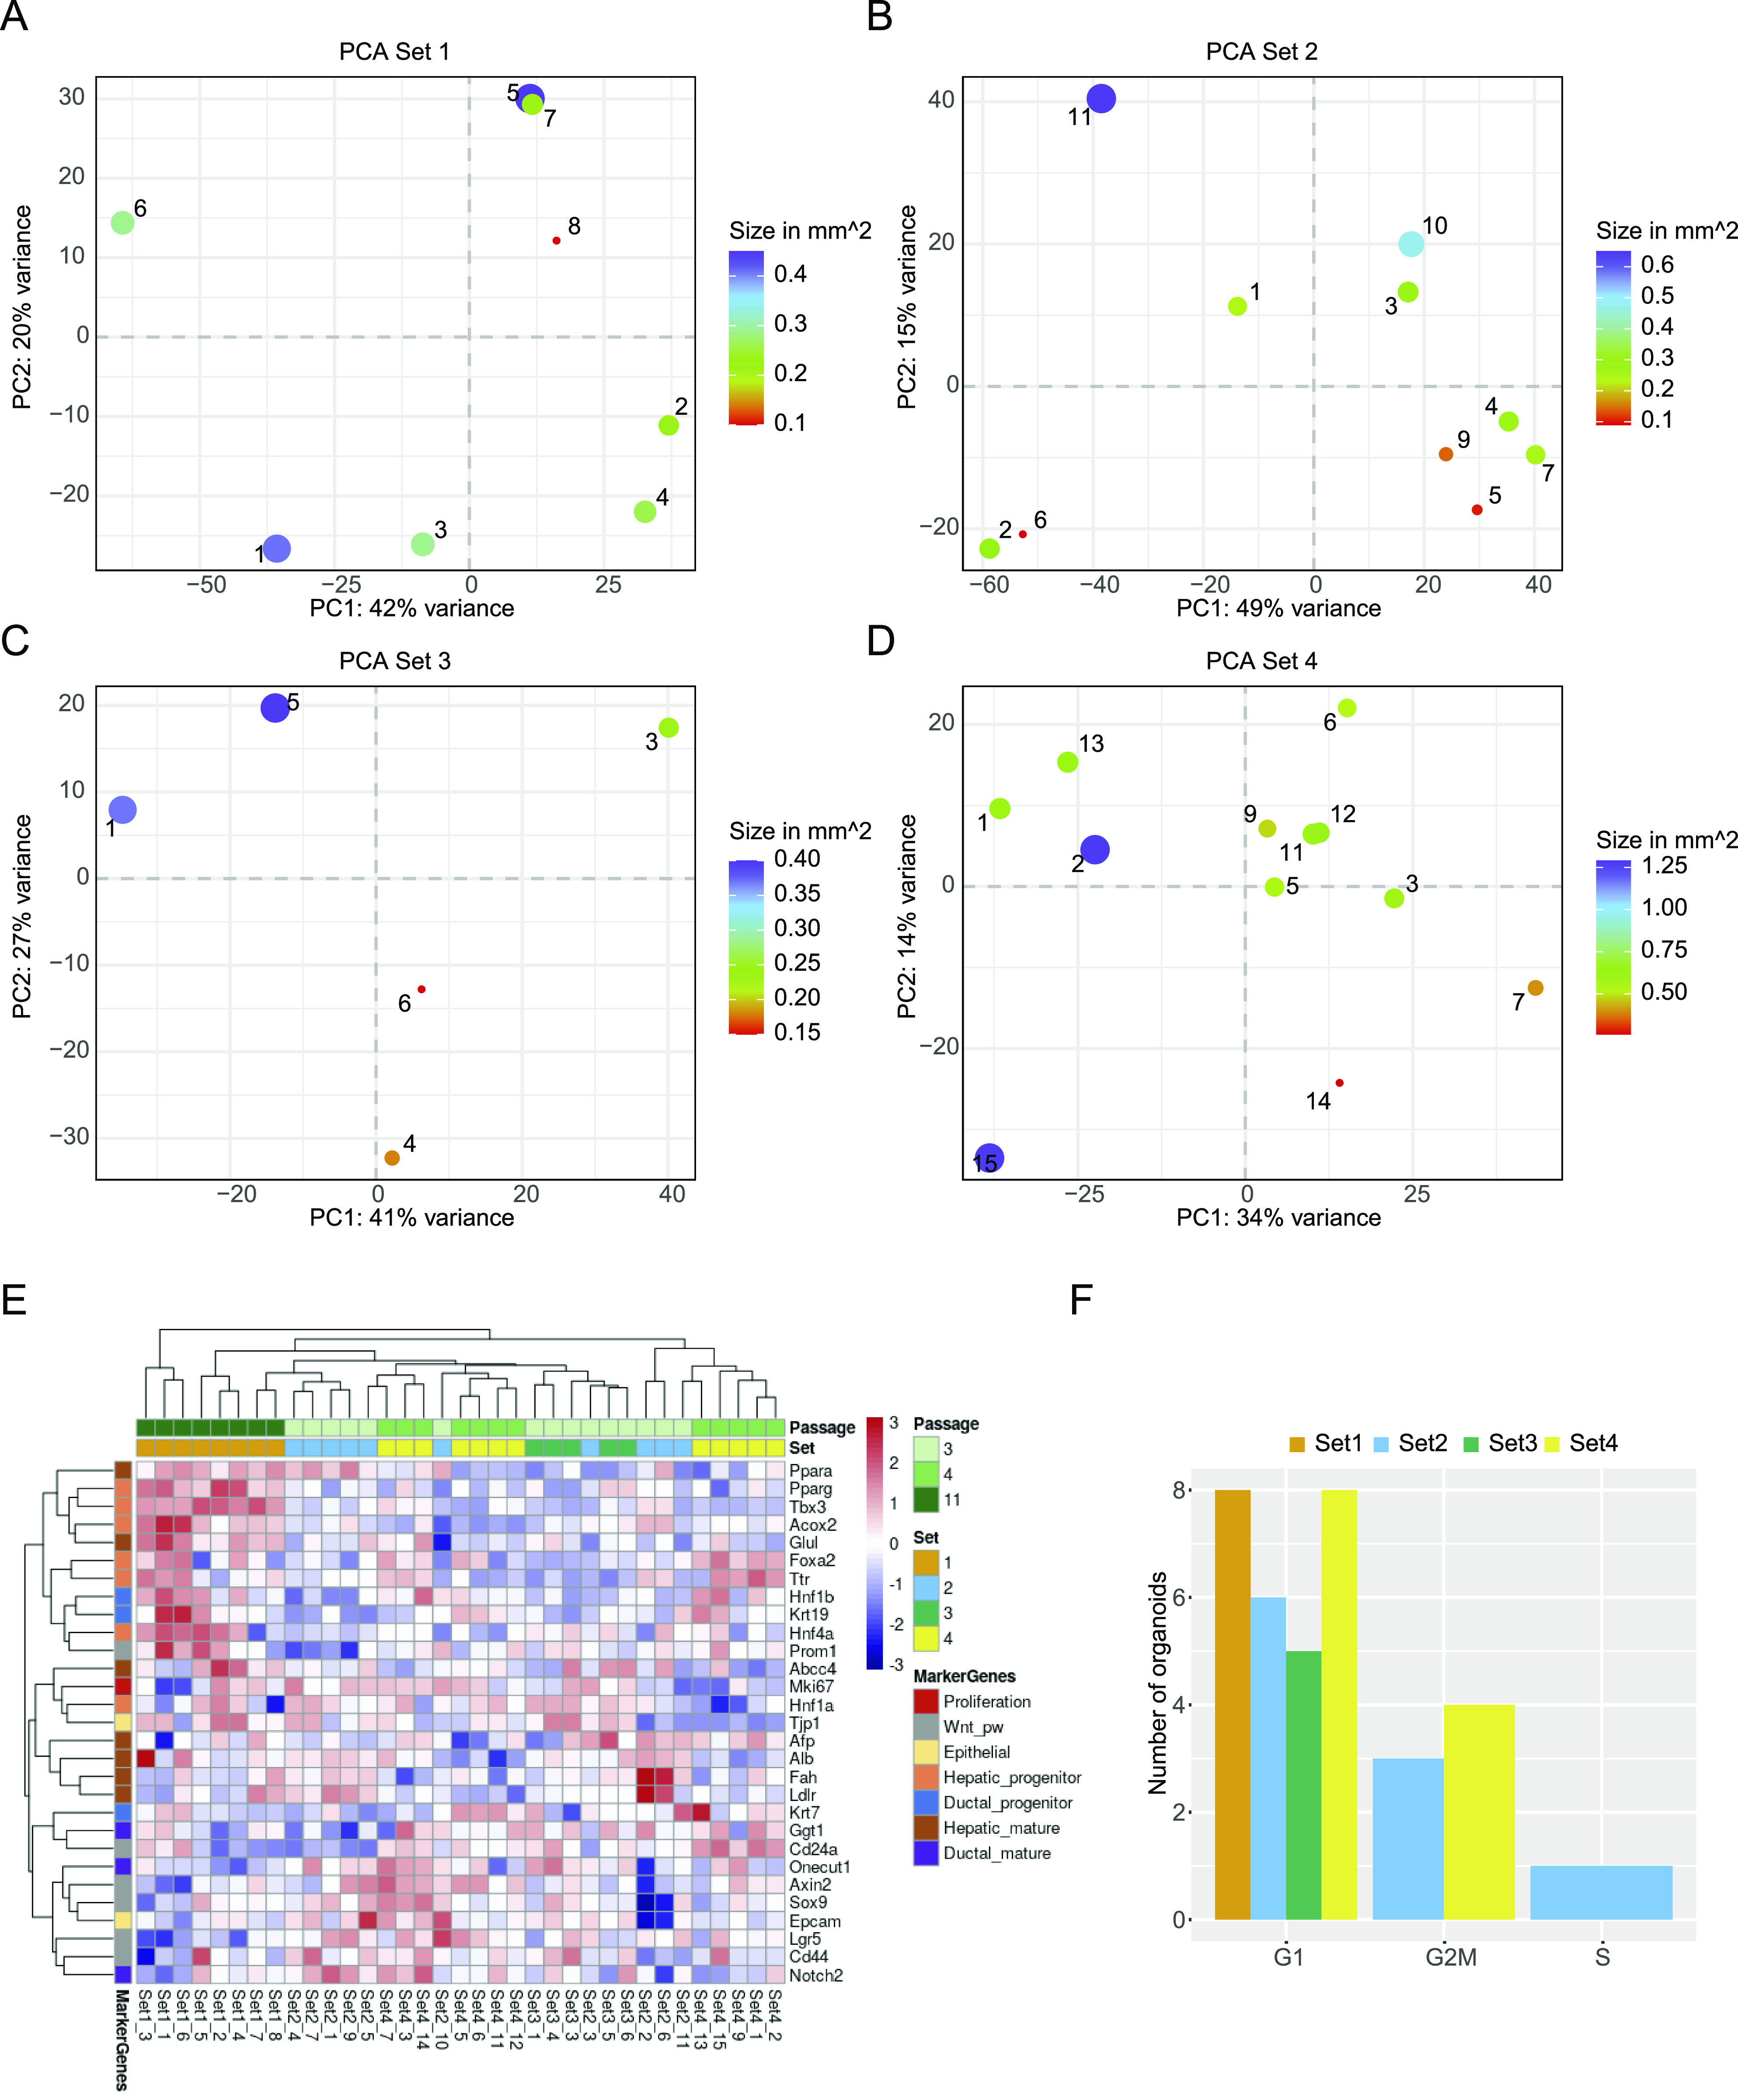
Inter-organoid heterogeneity. **(A, B, C, D)** Projection of organoids within each set after dimensionality reduction by principal component analysis, including the annotation of each organoid’s size as dot size. The variance for each PC is indicated in the axis labels. **(E)** Heat map showing the expression values for marker genes after limma-voom normalisation, with a minimum count = 1. Rows are annotated by official gene symbols and colours indicating marker for proliferation (red), Wnt pathway (grey), epithelial (yellow) as well as progenitor and mature cell types for hepatic (orange, brown) and ductal (blue, violet). Data are clustered hierarchically by row and column and scaled by row. **(F)** Bar graph showing number of organoids for each cell cycle phase, coloured by set, after analysis with cyclone.

Table S4 Genes separating PC1 for the individual organoids.

To understand whether the size of an organoid might impact gene expression programs, we went back to the PCA analysis, in which the size of the organoid is indicated (Fig 5A–D). However, no clear relationship between transcriptome and size was observable. To confirm this result, we plotted the loadings of the first two principal components against the size of the organoids and fitted a regression line to the data (Fig S4A and B). Although there was a good correlation between size and the PC loadings in some instances, this was not consistent in all cases. 

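Organoid areas were compared with PC1 and PC2 of Sets 1, 2 and 4, giving 6 relations with two-sided permutation P-values. Set 3, with 5 organoids, was not tested here. In Set 2 the area was related to PC2 (Pearson r 0.854, P = 0.00169, adjusted 0.0101; rho 0.709, P = 0.0273; r 0.508 without the 2 farthest organoids). In Set 4 it was related to PC1 (r −0.688, P = 0.0105, adjusted 0.0316; rho −0.716, P = 0.0111; −0.555 without the 2 farthest). In Set 1 it was not clearly related to PC1 (r −0.383, exact P = 0.346, adjusted 0.692; rho −0.695, P = 0.0630; −0.659 without the 2 farthest) or PC2 (r −0.0029, exact P = 0.995). The remaining relations were Set 2 PC1 (r −0.182, P = 0.633, 0.0877 without the 2 farthest) and Set 4 PC2 (r −0.151, P = 0.656), where 2 organoids decide the sign, since r was 0.745 without them.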

In conclusion, organoid size does not seem to be a driver of the individual transcription programs within single organoids. Finally, we evaluated whether the overall proliferative state of organoids might contribute to the differences in transcriptional states. As a proxy for the level of proliferation, we performed a cell cycle analysis using Cyclone (Scialdone et al, 2015). Cyclone is a machine learning–based approach allowing cell cycle stage prediction based on a reference transcriptome. Here, a sample is assigned to G1 or G2M, when it reaches the threshold of 0.5 for the particular phase. If both G1 and G2M scores stay below 0.5, the sample will be categorised as S-phase. 

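With cyclone on the deposited counts, 26 of the 35 organoids were assigned to G1, 8 to G2M and 1 to S. All 8 organoids of Set 1 and all 5 of Set 3 were in G1, while Set 2 had 6 in G1, 3 in G2M and 1 in S, and Set 4 had 7 in G1 and 5 in G2M. The phase did not differ clearly between sets (Fisher exact two-sided P = 0.0956). After thinning to the smallest total, 24 organoids were in G1. The classifier was made for single cells, and a whole organoid is a mixture of phases.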

Most of the organoids were assigned to the G1 phase (Fig 5F). Although some organoids were predicted to fall more into the G2M phase, this assignment did not correlate with the clustering in the PCA. 

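Within Set 2, the organoids in G1 and the others differed on PC1 of the set (means 27.2 and −40.8, exact two-sided P = 0.00476, the smallest possible here, adjusted over 4 tests 0.019), while PC2 did not differ (P = 0.81). The others included organoids 2 and 6, the shallowest kept libraries of the set, and whether library quality plays a part was not tested. Cell cycle genes differed between these groups in both directions. Cdk1 was 53.7 to 81.4 CPM in the organoids not called G1 and 29.7 to 49.5 in those called G1, and Cdk4 was 205 to 313 against 112 to 158, without overlap. Mki67 was higher by 0.99 log2 CPM in the organoids called G1 (exact two-sided P = 0.00476, adjusted over 6 tests 0.0286), and so was the G2M list by 0.39 (0.0238, adjusted 0.0714), in comparisons made after the phases were seen. In Set 4, neither PC1 (P = 0.706) nor PC2 (P = 0.485) differed between phases. Sets 1 and 3 were all in G1 and could not be tested.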

Still, most organoids showed variability in the cell cycle score. These results were also supported by FACS analysis (Fig S4C and D), showing that most of the cells in the organoid cultures are indeed in the G1 phase. 

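G1 scores ran from 0.604 to 0.995 in Set 1, 0.041 to 0.989 in Set 2, 0.527 to 0.975 in Set 3 and 0.086 to 0.795 in Set 4, and G2M scores from 0.002 to 0.776. Organoid 3 of Set 4 had almost equal scores, 0.504 for G1 and 0.505 for G2M.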

In conclusion, proliferative states of individual organoids will contribute to the organoid-to-organoid variability as well as size, but these two parameters alone were not able to predict the stark differences in gene expression programs.

**Figure S4.**
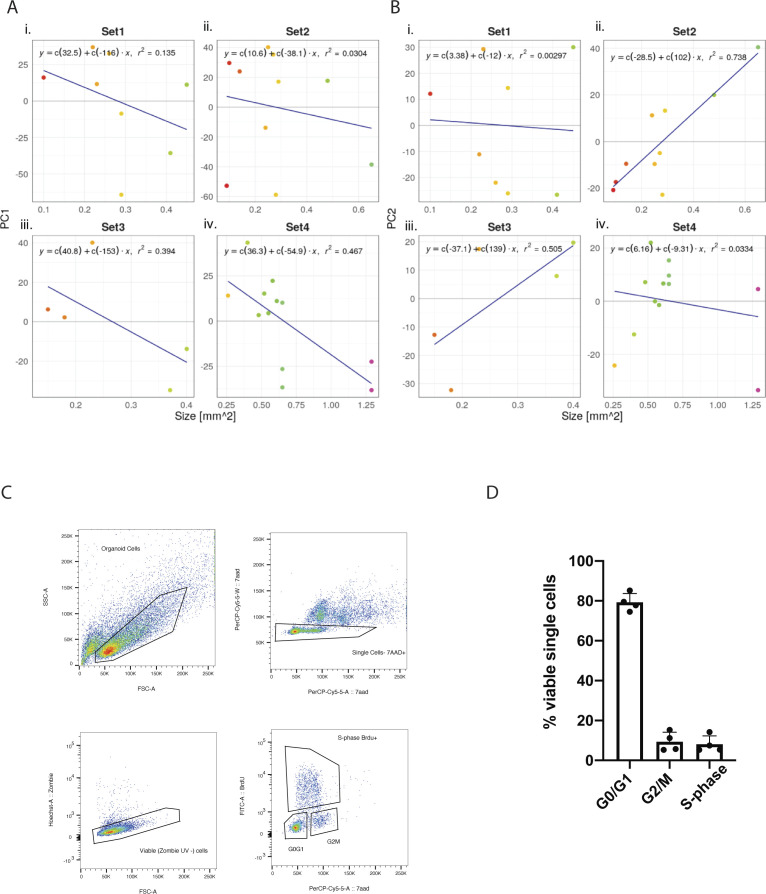
Investigation of a potential correlation between organoid size and principal components. **(A, B)** Principal component (PC) 1 and in (B) PC 2 were plotted for sets 1–4 in (i), (ii), (iii), (iv), respectively. Organoids are coloured according to their similarity in size. A regression line was fitted including respective formulas and r-squared values. F-statistics for PC1: Set 1 = 0.03711, Set 2 = 0.6302, Set 3 = 0.2571, Set 4 = 0.01428; PC2: Set 1 = 0.898, Set 2 = 0.001454, Set 3 = 0.1787, and Set 4 = 0.5695. **(C)** Representative gating strategy of FACS cell cycle analysis of organoids labelled with Brdu and stained with 7-AAD. Zombie UV was used as viability dye. **(D)** Percentage of viable single organoid cells from four cultures (Set1–Set4) in different stages of the cell cycle. Error bars represent the SEM.

## Discussion

Organoid-to-organoid variability has been observed and reported before for epithelial organoids (Hof et al, 2021) and is particularly prevalent in organoids recapitulating high tissue complexity, such as brain organoids (Quadrato et al, 2017; Velasco et al, 2019). Recent studies have analysed in-depth the effect of different culture conditions and treatments on gene expression variability (Criss et al, 2021) and the donor batch effect of different donors on cultures of human gut organoids (Mohammadi et al, 2021). Here, we report that less complex organoids, derived from genetically identical mice, also show a high degree of variability from organoid to organoid. However, reproducibility (as measured in bulk assays) was high between several batches of organoids. In this context, we would like to point out that three different researchers generated organoids used in this study. Together, these findings point out that the protocol for the generation of cholangiocyte-derived organoids from liver tissue is very robust.

Despite the high reproducibility on a bulk level, organoid-to-organoid variability was obvious and marker gene analysis suggested a variety of different cellular states among the organoids. However, the underlying reason for the variability was less clear. Organoid size and proliferation state, as delineated from predicted cell cycle stage, contributed to the overall variability, but their impacts were not large enough to fully explain the extent of this variability. Given the contribution of culture conditions on variability as seen in the shaking organoid culture, it is reasonable to assume that intra-well conditions might be a strong driver of culture variability (Snijder & Pelkmans, 2011). Indeed, during culturing, assemblies of organoids of various sizes and numbers can be observed, as well as single organoids (Fig S5). Thus, cell-to-cell or cell-to-Matrigel contacts will be different in each scenario and might change the underlying transcriptional program. This might ultimately lead to different signalling events as well. Taken together, to grasp biological meaningful signals, scientists need to include multiple technical replicates from organoid cultures of different biological hosts. In addition, depending on the question, specific culture conditions, passaging, and culturing time is an important consideration as it can change the cellular state within the organoids.

**Figure S5.**
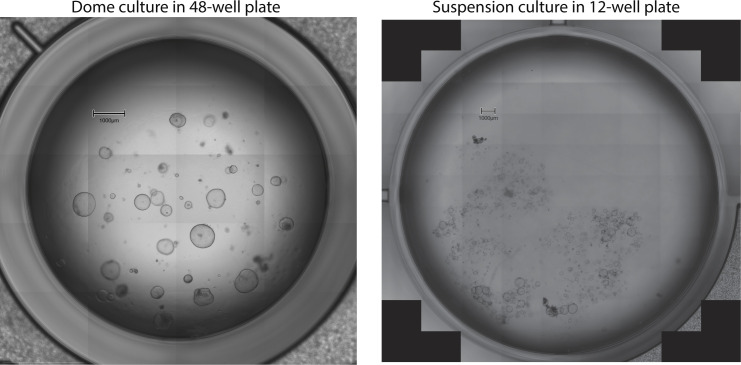
Representative images of organoids growing in different culture conditions. Scale bar = 1,000 μm.

## Materials and Methods

### Organoid cultures used in this study

Information about the organoid cultures used in each experiment can be found in Table S5.

Table S5 Overview over RNA-sea datasets and organoids generated in this study.

### Initiation of intrahepatic cholangiocyte organoid cultures

3-mo-old male C57BL/6N mice (no littermates) fed with standard chow were maintained in the mouse facility of Max Planck Institute for Biology of Ageing and euthanized according to approved ethical guidelines (granted by the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen).

For comparing the culture methods, cultures were made by pooling digested material from different animals each to ensure sufficient material (Pool A = 2 mice; Pool B = 4 mice; Pool C = 3 mice, depending on availability at time of dissection). Organoid cultures for the heterogeneity experiment (Set 1–Set 4) were established from the liver of only one mouse for each set. No physiological abnormalities, such as tumours, were observed during dissection of the mice.

Livers were excised postmortem and digested according to the manufacturer’s protocol (HepatiCult, StemCell Technology, 06030) with the following modifications. A total of three digestion cycles were needed to dissolve the 3–5 mm pieces of liver tissue. The 70 μM strainer was omitted during duct isolation, and the pooled supernatant only passed through a 35 μM cell strainer. Flowthrough was discarded, the strainer was reversed onto a falcon tube and 10 ml cold Advanced DMEM/F-12 (12634028; Thermo Fisher Scientific) was added to release the hepatic ducts from the strainer. To ensure the detachment of big fragments, the bottom of the filter was scraped with a P1000 pipette and the remaining fragments were repeatedly collected with a total of 2 ml Advanced DMEM/F-12.

### Culture in Matrigel domes

The pelleted ducts were cultured in 30 μl Matrigel (Corning Matrigel Growth Factor Reduced Basement Membrane Matrix, Phenol Red-free, LDEV-free, product number 356231, with protein concentration >8–11 mg/ml) domes as described in the Supplementary Protocol for Mouse Hepatic Progenitor Organoid Culture (Cat. no. 06030). Organoid structures arose within 6 d. Organoids were maintained in a 37°C incubator at 5% CO_2_ and 20% O_2_. The medium was changed every 2 d and cultures were passaged every 5–7 d with mechanical dissociation of the Matrigel by pipette-mediated shearing. The cultures were tested regularly for mycoplasma contamination using the MycoSPY Master mix (M020025; Biontex).

### Suspension cultures in 10% Matrigel

Organoids were always initiated in dome cultures. To set up organoids in dilute suspension cultures, organoids in Matrigel domes were broken down into fragments and passaged into a suspension culture. 50 μl of a 1:10 Matrigel/complete HepatiCult mixture was mixed with the fragment pellet and pipetted into one well of a cooled 24- or 12-well plate (83.3922.500 or 83.3921.500; Sarstdedt), already containing 950 μl of the Matrigel/HepatiCult mixture. The cultures were maintained on an orbital shaker at 80 rpm. in a 37°C incubator, 5% CO_2_, 20% O_2_. Every 3–4 d, the organoids were passaged by mechanical breakdown of the Matrigel during pipette-mediated shearing. This protocol follows established protocols (Kumar et al, 2019) and is described by StemCell Technologies as a suggested method to enhance organoid concentration and numbers (https://www.stemcell.com/products/hepaticult-organoid-growth-medium-mouse.html#section-product-use) and was previously also described for liver-derived organoids to enhance the number of Lgr5 cells in culture (Schneeberger et al, 2020).

### Selection of individual organoids

Organoids were maintained as dilute suspension cultures. A sterile and RNAse-free work environment was established by wiping surfaces with 70% EtOH and RNeasy (049912; APPLICHEM). The tip of P200 filter tips was cut with a sterile razor to allow the pipetting of organoids in a volume of 10–20 μl without disturbing the lumen. Using a Leica M80 Stereo Microscope, individual organoids were carefully transferred into a neighbouring well with DPBS (14190250; Thermo Fisher Scientific) and subsequently added to a cooled 24-well plate with 10 μl droplets of Advanced DMEM/F-12, resulting in one organoid per well.

### Immunohistochemistry

Organoids were fixed in situ in 4% PFA for 1 h at RT, washed twice with 1X PBS and isolated by mechanical disruption of the Matrigel. The organoids were then processed for paraffin embedding. Sections of paraffin-embedded samples were deparaffinised by immersion of the slides into the following buffers; 20 min in Xylol, 2 min in 100% EtOH, 2 min in 96% EtOH, 2 min in 75% EtOH and washed two times in H_2_O for 5 min each. Endogenous peroxidase was quenched by immersion for 15 min in peroxidase blocking buffer (0.04 M Na citrate, pH 6.0, 0.121 M Na_2_HPO_4_, 0.03 M NaN_3_, and 3% H_2_O_2_). After three washes with tap water, slides were subjected to heat-induced epitope retrieval with 10 mM NaCitrate, 0.05% Tween-20, pH 6.0, washed 5 min with 1× PBS, blocked 60 min with Blocking buffer (1% Albumin, 0.2% Fish Skin Gelatin, 0.1% Triton X-100, and 0.05% Tween-20 in PBS) + 160 μl/ml AvidinD (no. SP-2001; Vector) and incubated with primary antibodies diluted (1:400 Ki67 [ab15580; Abcam], 1:200 SOX9 [AB5535; Merck], and 1:200 HNF4a [ab41898; Abcam]) in blocking buffer + 160 μl/ml Biotin (no. SP-2001; Vector) overnight at 4°C. After three 5-min washes with PBS +0.05%TWEEN (PBST), the samples were incubated with the secondary antibody (anti-rabbit biotin, Perkin Elmer NEF813 or anti-mouse biotin, Biozol BA-9200) 1:1,000 diluted in blocking buffer for 1 h at room temperature, followed by three 5 min washes with PBST and incubation for 30 min with 1× PBS containing1:60 AvidinD and 1:60 Biotin (ABC kit, Vector PK6100). After three 5-min washes with PBST, the samples were stained with 1 drop of DAB chromogen in 1 ml substrate buffer (ImmPACT, SK4105; Vector), washed with 1× PBS, and counterstained with hematoxylin for 4 min, washed with tap water, and dehydrated 1 min in each buffer; 75% EtOH, 96% EtOH, and 100% EtOH, xylol and mounted with Entellan.

### Microscopy

Immunohistochemistry images were taken using the slide scanner Hamamatsu S360 and analysed with the NDP.view2 software. Single organoid Images were taken with the EVOS FL Auto 2 Imaging System in standard bright-field with a 4×/0,13 NA or a 10×/0,25 NA objective. To calculate the organoid area, acquired raw files were analysed with an automated macro in FIJI (ImageJ version 2.1.0/1.53c) using the following steps: Gaussian Blur with a radius of Σ = 3, Auto Threshold method = MaxEntropy followed by the “Fill Holes” function of the binary mask. Subsequent “Analyze Particles” delivered the desired areas (size of organoids).

Whole-well organoid images were taken with the EVOS FL Auto 2 Imaging System in standard bright-field with a 4×/0,13 NA. Individual images were stitched together to recreate the image of the whole well.

### mRNA and total RNA extraction

Total RNA of bulk organoids was extracted with the Zymo Quick-RNA Microprep kit (R1050; Zymo Research). The mRNA of single organoids was extracted with the Dynabeads mRNA DIRECT Kit by Thermo Fisher Scientific (#61011) with the following modifications and self-made buffers, detailed compositions are found on the manufacturer’s website. In brief, for each sample (i.e., single organoid), 10 μl of resuspended beads were transferred to a 2 ml DNA low-binding tube and placed on a DynaMag-2 magnet stand. The supernatant was discarded, the magnet removed and beads were resuspended in 50 μl room temperature Lysis/Binding Buffer. With a volume of 150 μl room temperature Lysis/Binding Buffer, each organoid was transferred to a 1.5-ml low-binding tube already containing the equivalent amount of buffer. The content was pipetted up and down five times to allow lysis. The following steps were performed according to the manufacturer’s instructions. The mRNAs were normalised for library preparation input by measuring actin (Actb Fw: 5′- CAGCTTCTTTGCAGCTCCTT Rv: 5′- CACGATGGAGGGGAATACAG) expression via quantitative (q)PCR. The Luna Universal Probe One-Step RTqPCRKit by New England Biolabs (#E3005S) was used to combine RT with qPCR. A scaling factor for the mRNA for consecutive library preparation (protocol below) was calculated with the following formula: cqmax-cqmean = 2 scaling factor. Cqmean was calculated from two independent qPCR runs. Cqmax was set to 21. The maximum input volume for RT is 6.4 μl, thus 6.4 was divided by each sample’s scaling factor and yielded a normalised amount of input mRNA.

### RNA-seq

RNA libraries were created as previously described (Allmeroth et al, 2021). In brief, equal amounts of mRNA or total RNA per sample were used for cDNA synthesis with Maxima H Minus reverse transcriptase (EP0751; Thermo Fisher Scientific). During RT, unique barcodes, including unique molecular identifiers (UMIs), were attached to each sample. After cDNA synthesis, all samples were pooled and processed in one single tube. DNA was purified using AmpureXP beads (A63880; Beckman Coulter) and the eluted cDNA was subjected to Exonuclease I treatment (M0293S; New England Biolabs). cDNA was PCRamplified for 12 cycles and subsequently purified. After purification, cDNA was tagmented in 10 technical replicates of 1 ng cDNA each using the Nextera XT Kit (FC-131-1024; Illumina), according to the manufacturer’s instructions. The final library was purified and concentration and size were validated by Qubit and High Sensitivity TapeStation D1000 analyses. Paired-end sequencing was performed on Illumina NovaSeq 6000. Fastq files were processed with zUMIs (version 2.9.5) using its Miniconda environment (Parekh et al, 2018) with STAR index 2.7 (Dobin et al, 2013), SAMtools (version 1.9) (Li et al, 2009) and “featureCounts” from Rsubread (version 1.32.4) (Liao et al, 2013). The reads were mapped to *Mus musculus* (mm10) with Ensembl annotation version GRCm38.93. Libraries were down-sampled within zUMIs, depending on library size variability. Downstream computational analysis was conducted in R (version 3.6.3). The count matrix was normalised and filtered with edgeR (version 3.28.1) (Robinson et al, 2010) using “filterByExpr” with the min.count = 3. For differential gene expression analysis, the limma-voom approached by limma (version 3.42.2) (Ritchie et al, 2015) was used with a pipeline including linear model fit (lmFit) and *P*-value adjustment for multiple testing (“topTableF” with adjust.method = “BH,” “decideTests” with method = “global”). Obtained sets of genes were further analysed, for example, through gene enrichment analysis with MetaScape (Zhou et al, 2019). Intersections were visualised with UpsetR (version 1.4.0) (Conway et al, 2017), heat maps created with pheatmap, version 1.0.12 (Kolde, 2019) and cell cycle analysis with cyclone (Scialdone et al, 2015). Results were plotted with ggplot2, version 3.3.3 (Wickham, 2011).

### FACS analysis

For the FACS analysis, we used the Phase-Flow FITC BrdU Kit (#370704; BioLegend) according to the manufacturer’s instructions with the following modifications. 0.5 μl/ml Brdu was added to the suspension organoid cultures for 1 h at 37°C in the shaking incubator. The cells were harvested with 1 ml Advanced DMEM-F12, spun 5 min at 300*g* and trypsinised 15 min with TrypLE and DNAseI (20 μg/ml) in a 37°C water bath. Wash buffer (DMEM +1% FBS) was added to the reaction and the cells were spun at 400*g* for 5 min. The cells were washed again with 1 ml wash buffer and passed through a 35-μm cell strainer. 500,000 cells from each sample were stained with 1:500 Zombie UV (423107; BioLegend) dye in 1× PBS and incubated in darkness for 15 min. 1 ml FACS buffer (1× PBS+1% FBS) was added and cells were spun at 300*g* for 5 min followed by washes according to the manufacturer’s protocol (#370704; BioLegend). 1:100 a-Brdu antibody was added to the FACS buffer (1× PBS+1% FBS) for 20 min at RT in darkness followed by one wash. Cells were spun at 300*g* for 5 min and incubated with 1:100 7-AAD in FACS buffer for 30 min, before running on a BD LSRFortessa flow cytometer and analysis with BD FACSDiva and FlowJo softwares.

## Data Availability

All RNA-seq data presented here are available at Gene Expression Omnibus, accession number: GSE205753.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

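The analysis started from the gene count tables deposited by the authors for 3 RNA-seq experiments: 3 dome and 3 suspension cultures, 42 single organoids from Sets 1 to 4, and bulk cultures of Sets 1, 3 and 4 at passage 4 and passage 11 with 2 technical replicates each. All 60 samples were mapped to their conditions from the sample labels and the paper before any count was read. The values are integer gene counts as deposited by the authors. According to the paper, 3′-end libraries with UMIs were sequenced paired-end, processed with zUMIs 2.9.5 using STAR 2.7, SAMtools 1.9 and Rsubread 1.32.4 with Ensembl annotation 93 of GRCm38, and down-sampled within zUMIs depending on the variability of library size. Whether the tables hold UMIs or reads, and whether they hold down-sampled libraries, is not given in the sources used here. The input of single organoid libraries was normalised by Actb measured by qPCR, so Actb is not an independent reference. The tables held 23,440, 28,773 and 23,068 genes for the culture, single organoid and passage experiments, of which 24, 42 and 24 had no gene symbol. Gene positions are those of GRCm38.

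The single organoid libraries used held 1,059,002 to 11,175,868 counts with a median of 2,554,162, and the passage libraries before summing 639,086 to 3,175,147. At the smallest total, 1 CPM corresponds to about 1 count, so genes near this level carry mostly sampling noise. The 7 organoids left out by the paper were left out here and returned in an alternative with all 42. Technical replicates were summed. Each pair differed by more than sampling noise.

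All computations used R 4.3.3. Genes were kept by filterByExpr with a minimum count of 3, as in the paper, and libraries were normalised by TMM. Differential expression was tested in edgeR 4.0.16 with quasi-likelihood F-tests and Benjamini-Hochberg adj. P-values, at a threshold of 0.05. The paper used limma-voom, which was run as an alternative with limma 3.58.1. The culture and passage experiments were fitted with 1 term for condition. The 4 sets were fitted together, with adjustment over all 6 comparisons. Standard errors of log2 fold-changes were derived from the F statistic. Expression for PCA and distances was the log2 CPM of voom, with an offset of 0.5 counts. A distance is the root of the mean squared difference to the group mean over genes, and the biological coefficient of variation is the square root of the common dispersion of edgeR. Where a sample was left out, the distances of each group were multiplied by the root of n/(n − 1), unlike the main distances. The variance between sets was compared with 100,000 permutations of the set labels. Correlations were tested by permutation, or exactly where the number of orders allowed. Exact tests were used for 3 against 3 samples, where the smallest two-sided P-value is 0.1.

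Gene lists were written before the files were opened: cell cycle S phase, cell cycle G2M phase, hepatocyte, xenobiotic and steroid metabolism, sterol and fatty acid metabolism, ductal and progenitor, interferon response, TNF and NF-kB response, cell adhesion and motility, Wnt and Lgr5, macrophage, endothelial and mesenchymal. The hepatocyte and xenobiotic lists share many genes, so their results are not independent of each other. All lists were tested with camera in limma at an inter-gene correlation of 0.01, and again with an estimated correlation and with fry. On PC1 of each set, the mean loading of a list was compared with 10,000 random lists matched on expression, and the sign of PC1 between alternatives was aligned by the organoid scores, a step decided after apparent sign changes were seen. Cell cycle phase was assigned with cyclone in scran 1.30.0 with the mouse gene pairs that come with it, at a score of 0.5 and random seed 1. Named genes were chosen by a rule fixed in advance: the genes the paper names for these data, 4 genes of the Y chromosome, Actb, and the 3 largest changes in each direction among called genes without overlap between groups and with an average log2 CPM of at least 4. For genes lower in Set 1, only 2 genes had no overlap, so that condition was dropped there.

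The alternatives, which were fixed before the data were examined, were RLE size factors, no filter beyond 1 count in the table, a minimum count of 10, limma-voom, DESeq2 1.42.0, thinning of all libraries to the smallest total, a replicate block, leaving out each replicate (in the comparisons of single organoids each organoid of Set 3 only, also for the gene lists), the 500 most variable genes, scaled genes, log2 CPM with a prior count of 2, all 42 organoids, 1 technical replicate, fits of only the 2 sets compared, adjustment within each comparison, log area and a second random seed. Thinning to the library sizes implied by Table S1 was added later. A result that is uncalled both ways was counted as unchanged even where its sign moved. Whether samples with the same number are paired was checked by the correlation of their residuals, which was 0.133, 0.153 and 0.188 for the culture replicates, 0.0980, 0.0283 and 0.0858 for the sets across passages, and a median of 0.0465 (−0.310 to 0.345) for organoids of different sets. The scripts were tested on simulated data with 200 changed genes and with none. A gene that the paper names, and the marker averages that need it, are not reported here. Images, FACS and staining were not analysed here.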

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

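This part reports no test chosen only after the result was seen. It lists samples far from the others of their group by Dixon's ratio at 95%. Of 81 groups examined, 8 held such a sample, where chance gives about 1 in 20.

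In Set 1, organoid 1 had the most counts, 11,175,868 against 5,595,426 for the next (ratio 0.56). It also had the most Mup-ps19, 327 CPM against 127 (0.663), and the most Cyp4b1, at 236 CPM. CPM corrects for the total, and the organoids of Set 1 were called different from all others after thinning as well. Reads shared between Mup-ps19 and the Mup genes stay open and were not tested, as does a biological difference of this organoid. In the same set, organoid 8 had 0 CPM of Epsti1 against 1.42 for the next (0.655), a difference of very few counts at this level, and organoid 6 had 234 CPM of Cdk4 against 147 (0.643). No explanation was tested for these.

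In Set 2, organoid 11 had 313 CPM of Cdk4 against 209 (ratio 0.52), and organoid 10 had 16.9 CPM of Lgr5 against 7.87 (0.589). The latter goes with high Epcam in the same organoid. No technical explanation was tested for either.

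In Set 3, organoid 3 had 48.0 CPM of the Y-linked gene Ddx3y against 21.6 for the next (ratio 0.797), and organoid 5 had 7.42 CPM of Eif2s3y against 34.7 (0.797). Organoid 5 still expressed Ddx3y (20.1 CPM), Kdm5d (5.66) and Uty (2.83), which argues against a sample without a Y chromosome. A lower yield of single genes stays open and was not tested.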

How the results depend on the processing

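Thinning to the library sizes implied by Table S1 was the only alternative chosen after the result was seen, and gave 3,359 dome against suspension genes with edgeR and 3,297 with limma-voom. All others were set before the data were examined. Of 1,108 repeats of main results, 969 were counted as unchanged, 36 became weaker, 14 stronger and 89 moved. For gene counts and differences in spread, unchanged or moved refers to how far the value lay from the main one, not to a direction or threshold. None was labelled reversed, but gene counts, squared correlations and shares of variance have no sign and could not be. Of 1,046 repeats of named genes, 980 were unchanged, 58 weaker and 8 stronger. Results uncalled both ways count as unchanged. With all libraries kept, dome against suspension ranged from 2,813 (thinned) to 4,497 genes (no filter), and passage 11 against 4 from 1,811 (thinned) to 3,447 (no filter). With technical replicate 1 alone, the passage count was lower, at 1,717. For settings that leave samples out or thin counts, fewer counts are the construction. Otherwise the cause was not tested.

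After thinning to the smallest total, passage 11 against passage 4 gave 1,811 genes (918 higher, 893 lower), Set 2 against Set 1 1,157 (587 higher and 570 lower in Set 1), Set 3 against Set 1 731 (330, 401), Set 4 against Set 1 1,665 (1,030, 635), Set 4 against Set 2 1,044 (595 higher and 449 lower in Set 2), and Set 4 against Set 3 973 (698 higher and 275 lower in Set 3). All 6 together gave 5,943 (main 9,962), and 275 genes were called in all 3 comparisons with Set 1 (190, 85). The share of PC1 explained by library size was 0.129 and no longer called (main 0.148), macrophage genes at passage 11 were −0.68, and cell adhesion on PC1 of Set 2 fell short at 48.4 percentile points from the middle.

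With technical replicate 1 alone, 1,717 passage genes were called (867, 850). With all 42 organoids, genes higher in Set 1 than in Set 4 were 1,139, Set 3 against Set 2 gave 252 (121, 131), Set 4 against Set 2 977 (581, 396), Set 4 against Set 3 716 (543, 173) and all together 6,137. The share of PC3 explained by Set 1 was 21.0% (main 3.47%), library size explained 0.103 of PC1 over all (weaker) and 0.5795 of PC2 in Set 4 (main 0.318), area 0.671 of PC2 in Set 1, and the coefficient of variation was 0.267 in Set 3 and 0.266 in Set 4. With adjustment within each comparison, Set 3 against Set 2 gave 180 genes (83, 97). With only the 2 sets in the fit, genes lower in Set 3 than in Set 4 were 849.

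With a replicate block, dome against suspension gave 4,019 genes and passage 2,950. Numbers pair the cultures weakly and organoids share only a number, so the block was an alternative. For the organoids it gave 1,584 genes for Set 4 against Set 1 (928, 656), 897 for Set 4 against Set 2 (488, 409), 731 for Set 4 against Set 3 (546, 185), 6,463 together, and 134 genes lower in Set 1 in all 3 comparisons. The Wnt list at passage 11 became called at 0.32. With the block, camera kept its calls and fry lost them for dome and passage lists.

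With the 500 most variable genes, Set 1 explained 54.7% of PC1 (main 4.15%), and library size explained 0.844 of PC1 in Set 1 (stronger), 0.405 of PC1 in Set 4, 0.0101 of PC2 over all, 0.0939 of PC2 in Set 1 and 0.392 of PC3 in Set 2 (weaker). Area explained 0.219 of PC2 in Set 2 and 0.474 of PC1 in Set 4 (weaker). With scaled genes, Set 1 explained 11.9% of PC3, library size 0.479 of PC2 in Set 2 and 0.503 in Set 4, and on PC1 the hepatocyte (−49.05), ductal (47.57), interferon (48.91) and adhesion lists (46.83) of Set 2 and the interferon list of Set 3 (44.23) fell short. With log2 CPM with a prior count of 2, library size explained 0.104 of PC1 over all and was no longer called.

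With an estimated correlation, camera lost the calls of the dome lists at −1.46, −1.62, 1.68, 1.86, 0.41 and 0.99, of the passage lists at 1.23, 1.11, 0.44, −1.90, −0.89, −0.48 and −1.17, and of the Set 1 lists at −0.58, −0.43, −1.06 and −0.25. With fry, the sterol list was lost in dome (0.41) and passage (0.44), while the ductal list at passage 11 (−0.18) and macrophage genes in Set 1 (−0.21) were called.

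Leaving out 1 replicate at a time, dome against suspension ranged over 1,893–3,837 genes (929–1,976 higher, 950–1,921 lower, 891–1,481 lower past a log2 fold-change of 1) and its difference in spread over 0.229–0.335. Passage ranged over 1,552–2,244 (736–1,146 higher, 816–1,109 lower), its difference in spread over 0.0544–0.204, its ductal list over −0.22 to −0.11, Wnt over 0.16–0.66 and macrophage over −1.38 to −1.10. Set 3 against Set 2 ranged over 176–222 genes higher in Set 2, and Set 4 against Set 3 over 803–1,895 (612–1,246 higher, 191–649 lower). These differences in spread are scaled up for group size, unlike the main ones. Where a group falls to 2 samples, the spread in the gene tests is pooled with the other group. Depth limits genes near 1 CPM at the smallest total.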

Differences from the paper's values

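Thinning to the sizes implied by Table S1 and the comparison of Mki67, Cdk1, Cdk4 and the cell cycle lists between phases were chosen only after the result was seen. For organoid area and PC1 in Set 1, the paper gives 0.03711 and labels it an F-statistic. That value was read here as the P-value of the regression, which the paper does not state. The regression on the counts analysed here gave a P-value of 0.348. All alternatives fixed before the data were examined differ from the paper as well: 0.348 with log2 CPM with a prior count of 2, 0.282 with the 500 most variable genes, 0.418 with scaled genes, 0.375 after thinning, 0.950 with all 42 organoids and 0.347 with log area. The paper's other values for area were read as P-values in the same way, and those for Set 3 were not compared. The remaining 5 lie within 1.5 times of the P-values found here, 0.614 (Set 2 PC1), 0.0135 (Set 4 PC1), 0.995 (Set 1 PC2), 0.00166 (Set 2 PC2) and 0.639 (Set 4 PC2).

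The paper gives 3,225 differentially expressed genes between dome and suspension, with 1,635 and 1,590 by direction, and 3,779, 1,872 and 1,907 were found here. After thinning to the library sizes implied by Table S1 and testing with limma-voom, a setting chosen after seeing the values, the count was 3,297, of which 3,073 were also called in the main analysis. This count is closer to the paper in number. The thinned setting drops 274 of the 1,999 called genes that Table S1 shows in the part analysed here, against 105 for limma-voom on the full counts and 170 for the main analysis. The latter fits call more genes (4,004 and 3,779), so the drops do not show which is closer in the genes called. With the thinned limma-voom setting the call for Apoa4 was lost (adj. P-value 0.0711). For the 6 set comparisons the figure shows about 1800, 1300, 2500, 430, 1500 and 1400 genes in Fig S3, read by eye, against 1,988, 1,314, 2,780, 548, 1,722 and 1,610 here.

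The directions at passage 11 are stated in the text of the paper in reverse of the deposited labels. As labelled, 878 genes were lower and 456 higher at passage 11 past a log2 fold-change of 1, or 826 and 421 with limma-voom, and the cell cycle lists were higher (S phase 1.23). The legend of Fig 4 places proliferation terms among those higher at passage 11, as the labels do.

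Comparisons with Set 1 are stated to be the strongest. Set 1 against Set 4 gave the most genes and Set 1 against Set 2 the second most, but Set 1 against Set 3 gave 1,314, fewer than Set 4 against Set 2 (1,722) or Set 3 (1,610). This order depends on the setting. With the replicate block the 3 counts were 1,134, 897 and 731, in the order the paper states, and Set 1 against Set 3 was also above Set 4 against Set 3 without organoid 3, 4 or 6 of Set 3 (1,018, 1,152 and 1,076 against 803, 1,056 and 1,024) and with all 42 organoids (926 against 716).

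No enriched term is stated for the genes behind the components within sets. Of the 10 lists tested, 5, 6, 3 and 3 lay away from random lists on PC1 of Sets 1 to 4, cell cycle G2M in each of them.

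Set 1 is stated to be more hepatic-like by its markers. The hepatocyte list was higher (0.87). Hnf4a was higher than in Sets 2 and 4 and not called against Set 3 (0.232), and Fah was not called in any comparison with Set 1.

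Library size is stated not to drive the separation, and it was related to PC1 within Set 4 (r −0.826) and PC2 within Set 1 (r −0.896). Cell cycle phase is stated not to correlate with the clustering, and in Set 2 the assigned phase was related to PC1 (exact P = 0.00476), while in Set 4 it was not (0.706 for PC1 and 0.485 for PC2), as stated. In Set 2, Cdk1 and Cdk4 were higher in the organoids not called G1 and Mki67 was higher in those called G1.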

Other observations

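The tests of down-sampling, of the sign of the passage contrast, of swapped labels, of sampling noise and of the cell cycle lists in Set 1 were chosen only after the result was seen. The others were set before the data were examined.

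Set 1 organoids differ from Sets 2 to 4, and passage number and a lasting difference of its mouse are the design's main alternatives. If passage were responsible, the genes called in all 3 comparisons should move alike in the separate bulk samples from passage 4 to 11, and 60.4% of them did, beyond random lists, so that passage fits by the deposited labels, for part of the genes. If the mouse differed from the start, Set 1 bulk at passage 4 should already differ in that direction from Sets 3 and 4, and 43.3% did, below the 45.9–54.5% of random lists. At passage 11, where the passages are equal, the share was 57.1% (random lists 45.3–53.9%), made up of 71.5% of the genes lower in Set 1 organoids and 47.7% of the larger group of higher ones. Set 1 has 1 bulk sample at each passage, so these shares have no spread between samples, and a difference of the mouse or culture cannot be told apart from passage.

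The cell cycle lists go the other way. They were lower in Set 1 organoids, and at passage 11 the S phase list rose by 1.23 in the bulk samples, so the lower values in Set 1 are not what passage did there. Were the passage labels of all bulk samples swapped, the cell cycle lists would fit passage, but the share of 60.4% would not, so passage alone does not account for both in either reading. A swap of the labels is confounded with the comparison itself and cannot be told apart from it. The values in Table S3 have a correlation of −1 with passage 11 minus passage 4 computed with limma-voom here and opposite signs in 1,999 of 1,999 genes shown, which fits the sign of the contrast having been read in reverse, the table being headed early minus late.

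The hepatocyte list was not called with passage (adj. P-value 0.912), so that the higher hepatocyte list in Set 1 may stem from something other than passage, and from 3 bulk cultures a small rise is not excluded. In Sets 1, 3 and 4 its median change was 0.29, 0.24 and −0.33, and that of the interferon list −0.79, −2.06 and −3.12.

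The wider spread of dome cultures stayed after thinning to the smallest total (difference 0.198), which argues against library size. The wider spread at passage 11 shrank to 0.0598 with overlap, so library size and spread cannot be told apart there. Whether a count of genes comes from chance was tested by splits. For dome against suspension and for the passages, 1 of 10 splits gave as many genes, which is the true one, and 10 splits cannot exclude chance further. For the 6 comparisons of sets, 2, 2, 1, 2, 1 and 1 of 100 splits did (Set 2 against Set 1, Set 3 against Set 1, Set 4 against Set 1, Set 3 against Set 2, Set 4 against Set 2 and Set 4 against Set 3), which argues against chance in the sense of fewer than 5 in 100. In the splits each pair of sets was filtered, fitted and adjusted on its own, and the true sets gave 1,390, 1,033, 3,490, 61, 1,648 and 2,839 genes. The alternative with only the 2 sets in the fit kept the genes of the main analysis and adjusted over all 6 comparisons, and gave 1,632, 1,254, 2,933, 412, 1,724 and 2,354. For 3 of them a single other split gave more, 3,528, 1,459 and 164 (Set 2 against Set 1, Set 3 against Set 1 and Set 3 against Set 2).

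The deposited totals and the paper's Table S1 point to a difference in library size. The log2 CPM in Table S1 imply an effective size of 3,688,350 for dome replicate 1, where the deposited library has 13,133,772, and of 4,817,498 for suspension replicate 3. The implied sizes of dome replicates 2 and 3 (1,394,106 and 1,817,692) are close to the deposited ones (1,363,923 and 1,818,542). With libraries thinned to the implied sizes, 3,297 genes were called by limma-voom, which fits a table made from down-sampled libraries in the number of genes only. Of the genes shown as called in Table S1 it dropped 274, where limma-voom on the full counts dropped 105. These drops cannot decide the question, because limma-voom on the full counts called more genes (4,004) and can drop fewer for that reason. A random draw need not keep the same genes, and this was not tested.

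Library size was related to components within Set 1 and Set 4. After thinning to the smallest total, the relation with PC1 in Set 4 kept an adjusted P of 0.0064, which argues against sampling noise at low depth. A link of library size with the state of the organoid stays open.

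The Set 2 and Set 3 sheets of Table S4 were identical over 1,999 shown genes for PC1 and PC2. Organoid 8 of Set 2, left out in the paper, held 1,152,914 counts, more than organoid 7 of Set 4, which was kept at 1,059,002. Of 4 Y-linked genes, 3 were called lower at passage 11 (Ddx3y −0.93, adj. P-value 0.0319, Eif2s3y −0.59, 0.02, Uty −1.81, 0.0487), with calls that were lost under several alternatives, while Kdm5d was not called (−0.49, 0.345). Ddx3y (−0.86, 0.0865) and Eif2s3y (0.56, 0.0811) were not called between dome and suspension. In the single organoids, Eif2s3y (0.024), Kdm5d (0.0102) and Uty (0.0246) were called between Set 1 and Set 4, where Ddx3y was not (0.273), and Ddx3y was called between Set 3 and Set 4 (0.00907). No explanation was tested for these.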
